# Analysis of ambient temperature-responsive transcriptome in shoot apical meristem of heat-tolerant and heat-sensitive broccoli inbred lines during floral head formation

**DOI:** 10.1186/s12870-018-1613-x

**Published:** 2019-01-03

**Authors:** Chung-Wen Lin, Shih-Feng Fu, Yu-Ju Liu, Chi-Chien Chen, Ching-Han Chang, Yau-Wen Yang, Hao-Jen Huang

**Keywords:** Biomarker, Broccoli, Head formation, High temperatures, Genomic analysis

## Abstract

**Background:**

Head formation of broccoli (*Brassica oleracea var. italica*) is greatly reduced under high temperature (22 °C and 27 °C). Broccoli inbred lines that are capable of producing heads at high temperatures in summer are varieties that are unique to Taiwan. However, knowledge of the early-activated pathways of broccoli head formation under high temperature is limited.

**Results:**

We compared heat-tolerant (HT) and heat-sensitive (HS) transcriptome of broccoli under different temperatures. Weighted gene correlation network analysis (WGCNA) revealed that genes involved in calcium signaling pathways, mitogen-activated protein kinase (MAPK) cascades, leucine-rich repeat receptor-like kinases (LRR-RLKs), and genes coding for heat-shock proteins and reactive oxygen species homeostasis shared a similar expression pattern to *BoFLC1*, which was highly expressed at high temperature (27 °C). Of note, these genes were less expressed in HT than HS broccoli at 22 °C. Co-expression analysis identified a model for LRR-RLKs in survival-reproduction tradeoffs by modulating MAPK- versus phytohormones-signaling during head formation. The difference in head-forming ability in response to heat stress between HT and HS broccoli may result from their differential transcriptome profiles of *LRR-RLK* genes. High temperature induced JA- as well as suppressed auxin- and cytokinin-related pathways may facilitate a balancing act to ensure fitness at 27 °C. *BoFLC1* was less expressed in HT than HS at 22 °C, whereas other FLC homologues were not. Promoter analysis of *BoFLC1* showed fewer AT dinucleotide repeats in HT broccoli. These results provide insight into the early activation of stress- or development-related pathways during head formation in broccoli. The identification of the *BoFLC1* DNA biomarker may facilitate breeding of HT broccoli.

**Conclusions:**

In this study, HT and HS broccoli genotypes were used to determine the effect of temperature on head formation by transcriptome profiling. On the basis of the expression pattern of high temperature-associated signaling genes, the HS transcriptome may be involved in stress defense instead of transition to the reproductive phase in response to heat stress. Transcriptome profiling of HT and HS broccoli helps in understanding the molecular mechanisms underlying head-forming capacity and in promoting functional marker-assisted breeding.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-018-1613-x) contains supplementary material, which is available to authorized users.

## Background

Plants regularly encounter elevated temperature in their life cycle. Growth rates and developmental regulation greatly differ in response to temperature ranging from 12 to 27 °C [1]. Flowering time, which is heavily influenced by the environmental cues, is a key step in the life cycle of plants. The mechanisms underlying flowering-time control during vernalization are well studied [2, 3]. However, knowledge of how plants control flowering-time in response to high temperature remains elusive. Broccoli (*Brassica oleracea var. italica*) is a highly nutritious vegetable crop that contains high concentrations of vitamins, minerals, and anti-cancer substances (such as sulforaphane and glucosinolate) [4, 5]. The optimal temperature for broccoli growth is 18 °C or below [6]. These relatively low-temperature conditions are necessary to induce vernalization and allow for normal flower and head development [6]. Higher temperatures (30 °C) cause uneven-sized flower buds on broccoli inflorescences [7].

Flowering plants have evolved a complex network of regulatory mechanisms to ensure the proper timing of reproductive transition. Transcriptional regulation of gene expression in the vernalization pathway plays an important role in Brassicaceae [8, 9]. Induction of flowering occurs in response to several weeks of cold conditions but not after a few days of cold such as a temporary cold spell in autumn. The central flowering regulator FLOWERING LOCUS C (FLC) antagonistically regulates downstream flowering-related genes [10, 11]. As a MADS-box transcription factor (TF), FLC inhibits expression of the downstream components SUPPRESSOR OF OVEREXPRESSION OF CO 1 (SOC1) and FLOWERING LOCUS T (FT) [12, 13]. The repression of these genes delays the expression of the floral meristem identity genes APETALA1 (AP1) and LEAFY (LFY) to prolong vegetative stages [14, 15]. In addition, allelic variants of FLC are associated with variation of flowering time [15]. In the early developmental stages of *Arabidopsis*, *FLC* is highly expressed and its expression is modulated dynamically by various regulators, including vernalization, DNA methylation, and histone acetylation within the promoter-transcription start region [16, 17].

Basal thermotolerance in plants refers to the ability to tolerate elevated temperature, whereas adaptive capacity to survive under lethal high temperature after pre-exposure to sub-lethal temperature is defined as acquired thermotolerance [18, 19]. The early sensing of mild temperature upshift (22 °C to 30 °C) has been reported to occur at the plasma membrane of plant cells [20]. Higher temperature increases membrane fluidity and generates a significant heat shock response (HSR). Secondary messengers, such as calcium and hydrogen peroxide, have been reported to be involved in HSR [21, 22]. Heat shock proteins (HSPs) are important in thermotolerance reactions and act as molecular chaperones to prevent the denaturation or aggregation of proteins [23, 24]. Overexpression of the *Brassica campestris HSP70* gene in tobacco enhanced thermotolerance and increased superoxide dismutase (SOD) and peroxidase (POD) activities [25].

To cope with various stresses using limited resources, plants have evolved diverse mechanisms that enable the allocation of resources to address the most life-threatening stress. The trade-offs between responses to different stresses and growth regulation in plants are often regulated by crosstalk between signaling pathways [26, 27]. Signaling components such as phytohormones [28, 29], reactive oxygen species (ROS) [30], and Ca^2+^ [31] have been implicated in the crosstalks that mediate the trade-offs between plant growth and stress responses.

Glucosinolate produced by vegetables such as broccoli and cabbage provide anticarcinogenic and antioxidative activity [32, 33]. Glucosinolate is also an amino acid-derived compound responsible for defense against pathogens [34]. In *Arabidopsis halleri*, a negative correlation was found between total glucosinolate concentration and zinc hyperaccumulation in the leaves [35]. Thus, understanding the mechanisms that govern trade-offs between growth and response to stresses might provide important clues for plant breeders and researchers for producing crop plants.

Although the genetic regulation of flowering on *Arabidopsis* is well understood, less is known about the temperature regulation of broccoli floral head formation. The heat-tolerant (HT) broccoli inbred lines that can produce heads at high temperature in summer are unique to Taiwan [36]. HT broccoli genotypes were selected for their low vernalization requirement. In this study, we used a transcriptome-based analysis to explore expression differences of HT and HS broccoli genotypes. We examined the expression of genes responsible for flowering regulation, signaling pathways, heat shock regulation, ROS homeostasis, and the glucosinolate metabolic process of the two broccoli genotypes under high temperatures. The genes involved in regulatory networks of phytohormones may be associated with head formation in HT. Our results provide evidence that *BoFLC1* might be a useful molecular marker for plant breeding via marker-assisted selection.

## Results

### Whole genome co-expression analysis of HT and HS broccoli at different temperatures by weighted gene correlation network analysis (WGCNA)

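Gene expression was measured with 1-colour Agilent arrays, each hybridised with labelled RNA from the shoot meristems of one sample. The heat-tolerant line is written HT and the heat-sensitive line HS. Each line was grown at 15, 22 or 27 °C, with n = 3 arrays for each line and temperature, which makes 18 arrays in all. For each array, the authors deposited the scanner's background-corrected intensity of every spot and a set of log2 values of their own. The second set equals the log2 intensity less the 75th percentile of its array, centred on the median of each probe. The values given here start from the intensity. Control spots and spots with an outlier mark of the scanner software were left out, and the log2 intensities of 43603 probes were quantile-normalized between arrays. One limma model with a mean for each line and temperature was fitted to the 18 arrays, which leaves 12 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Between 63.9% and 69.8% of the probes on an array were well above background, and no spot was saturated. The number of arrays limits the precision: an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. The HT and HS arrays with the same replicate number shared a slide at each temperature, and the 22 °C and 27 °C arrays of a replicate shared a slide as well. All 15 °C arrays were on the other two slides. A difference between 15 °C and a higher temperature therefore also differs by slide, whereas HT against HS and 27 °C against 22 °C can be compared within slides.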

To reveal the difference in the signaling pathway between the HT and HS genotypes under different temperatures (15 °C, 22 °C, and 27 °C), we performed microarray analysis of shoot meristems from the HT and HS genotypes by using the *Brassica napus* microarray chip (Agilent, Cat. No. G2519F-022520). Shoot meristems were collected at 50 days post-germination (DPG) before head formation. Both HT and HS genotypes exhibited head-forming capacity at 15 °C, but only the HT genotype showed head-forming capacity at 22 °C and 27 °C [37]. Thus, 22 °C and 27 °C were defined as high temperature treatments of the broccoli plants. 

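At an adjusted p under 0.1 and a fold change of at least 1.2 between HT and HS at one or more temperatures, 14379 of the 43603 probes passed in limma. The alternative that moved this number most was the methods' t-test with Benjamini-Hochberg adjustment on the authors' own log2 values, under which 10433 probes passed. This pairing of values and test was chosen after the data had been seen. With slide as a block in the model, 16641 probes passed. Leaving out each array in turn gave 13731 to 14957 probes.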

After data were normalized by using GeneSpring v12 (Agilent, USA) and filtered by fold change and false discovery rate (FDR)-adjusted *P* value, 13,830 probes were included. Gene expression profiles of the microarray data were analyzed by using WGCNA [38] to identify gene co-expression patterns that might play roles in response to different temperature regimes. A total of 23 modules were found after setting a minimum module size of 2 (Fig. 1a and b). To determine whether any of the 23 modules were associated with the observed floral development profiles at different temperatures, we tested the correlations of the module eigengenes (MEs) with the differences between the temperature treatments (i.e., temperature trait). Six modules were found significant at the defined cut-offs (Bonferroni correction, significance threshold = 0.05). 

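The probes of each module were taken from the copy of Table S3 used here, which holds 1664 of its 1895 entries. The brown, magenta, pink and dark-green modules are complete in it, the purple module is not and was left out, and royal-blue is not used here. The eigengene of each of these 4 modules was recomputed as the first principal component over the 18 arrays, after centring and scaling each probe, and set to unit length. It held 66.9% of the variance of the brown probes, 75.7% for magenta, 68.5% for pink and 75.1% for dark-green. Over the 18 arrays, the brown eigengene rose with growth temperature, with Pearson's r = 0.857 (two-sided permutation p = 1e-05, the smallest that was possible; adjusted p = 1.33e-05 over the 4 modules) and Spearman's rho = 0.866 (permutation p = 2e-05, adjusted p = 8e-05). Pearson's r was −0.876 for magenta and −0.87 for pink, both with the same permutation p as brown, and −0.765 for dark-green (permutation p = 0.00032, adjusted p = 0.00032). Spearman's rho was −0.866, −0.826 and −0.813 (permutation p = 4e-05, 0.00011 and 0.00017, adjusted p = 8e-05, 0.000147 and 0.00017).

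Without any pair of the 15 °C arrays, the farthest from the median temperature, r ranged from 0.816 to 0.888 for brown, from −0.888 to −0.841 for magenta, from −0.877 to −0.833 for pink and from −0.828 to −0.693 for dark-green. Within the 9 arrays of HT, r was 0.972 for brown, −0.974 for magenta and −0.988 for pink, and within the 9 arrays of HS it was 0.974, −0.993 and −0.995. Each had an exact permutation p = 0.000595, the smallest possible, and a rho of 0.949 in size (exact p = 0.00119). Dark-green was weaker within HT (r = −0.726, exact p = 0.025; rho = −0.685, exact p = 0.0607) than within HS (r = −0.818, exact p = 0.00893; rho = −0.896, exact p = 0.00357). Since 15 °C had slides of its own, 27 °C was also set against 22 °C within slides, a comparison chosen after the data had been seen. The brown eigengene was higher at 27 °C in 6 of 6 array pairs, by 0.189 ± 0.073 (SD), while magenta changed by −0.167 ± 0.053, pink by −0.175 ± 0.023 and dark-green by −0.288 ± 0.209, with none of the 6 pairs higher at 27 °C. The exact sign-flip permutation test gave p = 0.03125 for each, the smallest that 6 pairs allow. Here and in the later within-slide tests, it treats the 6 pairs as independent, although they lie on 3 slides. Among 5 other ways of processing the values, leaving out the scaling of each probe moved the brown correlation over all arrays most, to r = 0.892. The study built these modules on the same arrays, so the correlations are not independent evidence.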

Brown, royal-blue, and purple modules were positively correlated with the temperature trait, whereas magenta, dark-green, and pink modules were negatively correlated (Fig. 1b). To examine the transcript response related to the temperature treatment, we depicted the expression of genes across all samples for these modules (Fig. 1c and Additional file 1: Figure S1). 

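The mean brown eigengene at 22 °C was −0.061 ± 0.064 (SD) in HT and 0.137 ± 0.071 in HS, a difference of 0.198, and at 27 °C it was 0.138 ± 0.07 and 0.315 ± 0.05, a difference of 0.177. HT lay below HS in all 9 pairings of arrays at each temperature, and in 3 of 3 slides. Each difference had an exact permutation p = 0.1 (two-sided), the smallest possible with 3 arrays against 3. The test over both temperatures together, stratified by temperature, gave a difference of 0.187 (exact p = 0.005, the smallest possible). Within slides HT was lower in 6 of 6 pairs (exact sign-flip p = 0.03125), which lie on 3 slides. At 22 °C or 27 °C alone, the 3 pairs within slides gave an exact sign-flip p = 0.25, the smallest that 3 pairs allow. Leaving out HS22 replicate 3 moved the difference at 22 °C most, to 0.238. At 15 °C the brown eigengene was also lower in HT (−0.405 ± 0.057) than in HS (−0.123 ± 0.017; exact p = 0.1). The magenta eigengene at 15 °C was 0.382 ± 0.033 in HT and 0.172 ± 0.022 in HS, a difference of 0.21 that exceeded both SDs (exact p = 0.1). The difference was 0.212 at 22 °C and 0.22 at 27 °C.

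**Figure D1:**
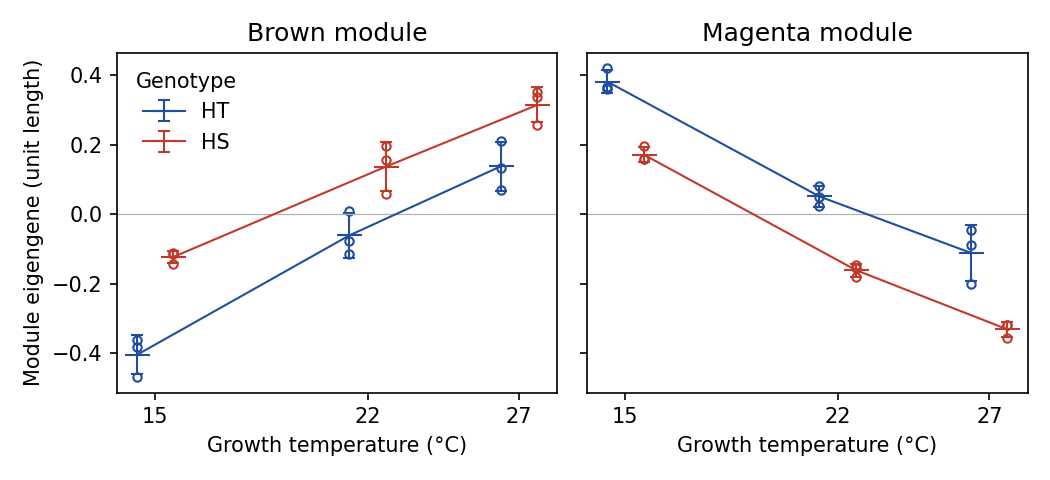
Eigengenes of the brown and magenta modules on each array. The x axis is growth temperature (15, 22 and 27 °C) and the y axis the eigengene, which has no unit. Points are arrays, HT in blue and HS in red; bars are the mean ± SD of 3 arrays. Brown rises with temperature in both lines and is lower in HT at each temperature; magenta falls and is higher in HT.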

The eigengenes of the brown module showed higher expression at 22 °C and 27 °C in the HS (mean = 0.15 and 0.32) than HT genotype (mean = − 0.07 and 0.12) (*P* = 0.008 and 0.03, t-test), whereas the eigengenes of the magenta module showed higher expression at 15 °C in HT (mean = 0.39) than HS (mean = 0.18) (*P* = 0.002, t-test).

**Fig. 1:**
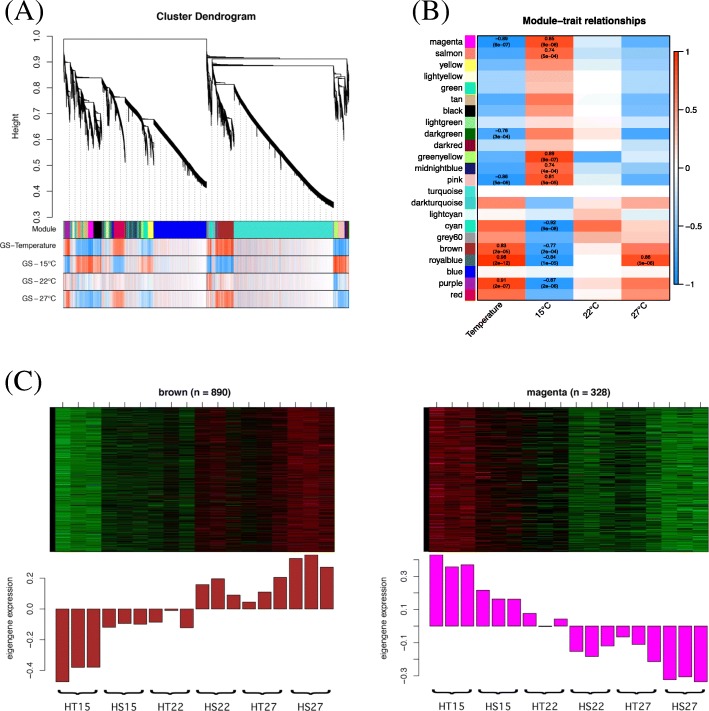
Weighted gene co-expression network analysis (WGCNA) of temperature-associated genes in the heat-tolerant and heat-sensitive broccoli genotypes. **a** Clustering dendrogram of genes showing module membership in colours. The y axis represents network distance as determined by 1 - topological overlap (TO), where values closer to 0 indicate greater similarity of probe expression profiles across samples (experimental treatments). Bottom: the first band shows module membership in colours. Additional bands indicate positive (red) and negative (blue) correlation to 15 °C, 22 °C, and 27 °C (see scale bar in B). **b** Colours to the left represent the 14 modules in the gene co-expression network. For each module, the heatmap shows module eigengen (ME) correlations to traits (4 groups of experimental treatment). Numbers in each cell report the correlation coefficients and Student asymptotic *P* value (parentheses) for significant ME-trait relationship. Scale bar, right, indicates the range of possible correlations from positive (red, 1) to negative (blue, − 1). **c** Relationship between the WGCNA modules (brown and magenta) and the three different temperatures (upper panel) and expression of the corresponding eigengene across the samples in the modules (lower panel). The heatmap (upper panel) and barplot of eigengene expression (lower panel) have the same samples (x axis). Rows of the heatmap correspond to genes, columns to samples; red in the color key denotes overexpression, green underexpression

To reveal the biological processes (BP) underlying the transcriptome, we performed a GO enrichment analysis for detecting significantly overrepresented GO categories in each WGCNA module, by using the agriGO database [39]. These plots show a circular representation of the relative fold changes of gene abundances in HT compared to the genes in HS at 22 °C. The enriched BP GO terms (*P* < 0.05, FDR adjusted *P* < 0.05) in the brown module include “response to temperature stimulus”, “response to heat”, “response to abiotic stimulus”, and “response to hormone stimulus” (Fig. 2 and Additional file 2: Table S1). 

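Of the 890 brown probes, 784 (88.1%) had a lower mean in HT than in HS at 22 °C, with a median log2 difference of −0.26. At an adjusted p under 0.05 over all probes tested, with no minimum fold, limma called 218 of them, each lower in HT. The sign was mostly the same at the other temperatures: 819 probes (92.0%) were lower in HT at 15 °C, where 350 were called lower, and 758 (85.2%) at 27 °C, where 190 were called lower and 2 higher. The module was formed on these arrays from probes selected for a difference between the lines, so these numbers are not independent evidence.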

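Among the 328 probes of the magenta module, 18 (5.5%) were lower in HT than in HS at 22 °C. The median log2 difference was 0.28, and the 108 probes called at an adjusted p under 0.05, with no minimum fold, were each higher in HT. At 15 °C, 119 were called higher and 5 lower in HT, and at 27 °C 124 were called, each of them higher.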

The enriched BP categories in the magenta module include “organic acid metabolic process”, “organic acid biosynthetic process”, “cellular nitrogen compound metabolic process”, and “carboxylic acid biosynthetic process”.

**Fig. 2:**
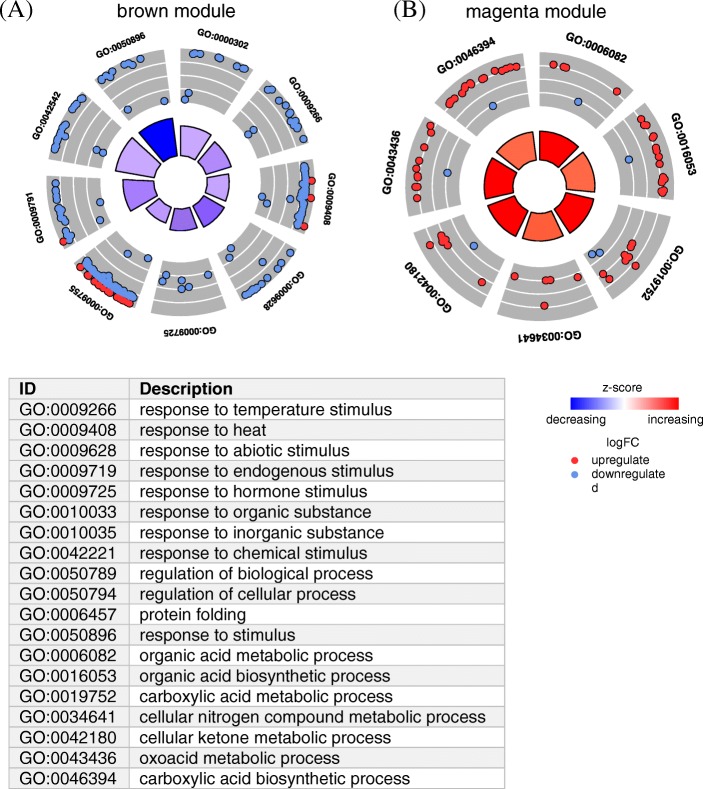
Gene Ontology (GO) enrichment analysis of WGCNA gene modules. GO circle plot displaying gene-annotation enrichment analysis. **a** The brown module. **b** The magenta module. Radar chart shows the distribution of individual terms in the annotation categories. The expression profiles were normalized with the RMA algorithm based on median baseline. The fold changes (FC) of gene expression values (log_2_ FC) were derived from 3 biological replications corresponding to each sample. Within each selected GO term, blue dot shows a gene downregulated at 22 °C (HT/HS) and red dot indicates a gene upregulated at 22 °C (HT/HS). The outer to inner layers of gray circles indicate the relative fold-change of gene expression (from higher to lower). The height of the inner rectangle represents the *P* value of the GO term. The rectangle is coloured with the blue-red gradient according to the z score. (*P* < 0.05, FDR adjusted *P* < 0.05) Z-score = (upregulated – downregulated) /$$ \sqrt{\mathrm{upregulated}+\mathrm{downregulated}} $$

To gain insight into the functional interaction network, we used the STRING system (http://string-db.org), which functionally links proteins based on predictions, neighborhood analysis, experimental results, and literature mining. Probe lists of the brown and magenta modules were further filtered such that only probes with associated annotation were included for network analysis. The protein-protein interactions among the brown and magenta modules were detected on the basis of the minimum required interaction score set as 0.7 (high confidence) to remove proteins without connections (Fig. 3 and Additional file 3: Table S2). 

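Probes of the most connected genes of the brown module were taken one at a time, as log2 differences HT minus HS from limma. The brown probe for ERECTA (A_46_P227114) differed by 0.10 at 22 °C (adjusted p = 0.74), a value that turned to −0.02 under the 75th percentile shift and to −0.01 without HS22 replicate 3, so it has no settled direction. A second ERECTA probe outside the brown module (A_46_P274573) was higher in HT by 0.83 (adjusted p = 0.0226, with 0.0101 to 0.121 under other settings). This call was lost in 3 of 6 fits without a single array. From 15 to 27 °C the brown ERECTA probe rose by 0.58 in HT (adjusted p = 0.016, over 0.05 without HT15 replicate 1 or HT27 replicate 3) and by 0.20 in HS (adjusted p = 0.453). For IMK2 (A_46_P101799) the difference at 22 °C was −0.16 (adjusted p = 0.236; 0.0386 to 0.64 under other settings), and for the LRR-RLK probe (A_46_P311750) it was −0.46 (adjusted p = 0.0397, with 0.00754 to 0.133 under other settings and up to 0.152 when single arrays were left out). A second IMK2 probe, of the pink module (A_46_P200574), differed by −0.19 at 22 °C (adjusted p = 0.663). From 15 to 27 °C it changed by −0.73 in HT (adjusted p = 0.0433, lost in 5 of 6 fits without a single array) and by −0.63 in HS (adjusted p = 0.0862). The brown IMK2 probe changed by 0.22 in HT and 0.16 in HS (adjusted p = 0.0862 and 0.243).

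The HSP70 probes had the largest differences. At 22 °C the difference was −3.92 for A_46_P152624 (SE 0.63, adjusted p = 0.000373) and −2.27 for A_46_P143424 (SE 0.5, adjusted p = 0.00465), which 2 of 3 HT22 arrays measured well above background. A_46_P318410 was not well above background on any HT array at 22 °C, which leaves a bound of at least 2.44-fold higher expression in HS (adjusted p = 2.18e-05, with 7.75e-06 to 0.153 under other settings, the highest with normexp background correction). At 27 °C the differences of the first and second were −1.49 (adjusted p = 0.126) and −1.30 (adjusted p = 0.0914). The ABC transporter probe (A_46_P245504) differed by −0.37 at 22 °C (adjusted p = 0.349), which was not called, and rose from 15 to 27 °C by 1.40 in HT and 1.30 in HS (adjusted p = 0.00116 and 0.00231).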

The hub genes within the brown module are ERECTA (67 interactions), IMK2 (55 interactions), LRR-RLK (leucine-rich repeat receptor-like kinase) (54 interactions), HSP70 (34 interactions), and ABC transporter (31 interactions) (Fig. 3a). ERECTA, IMK2, and LRR-RLK belong to the LRR-RLK family [40, 41]. The highly connected genes within the magenta module are NTRC (34 interactions), HSP70 (18 interactions), ATP synthase β-subunit (15 interactions), PSKR2 (14 interactions), and EMB3003 (12 interactions) (Fig. 3b). 

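For the probes of these magenta genes, the ATP synthase β-subunit was higher in HT than HS at 22 °C by log2 0.85 (A_46_P351755, SE 0.17, adjusted p = 0.00259) and PSKR2 by 0.55 (A_46_P380078, adjusted p = 0.00087), and both were lower at 27 °C than at 15 °C, with changes of −1.70 in HT and −1.61 in HS for ATP synthase and of −0.55 in either line for PSKR2. The other three did not separate the lines at 22 °C: EMB3003 0.21 (A_46_P240364, adjusted p = 0.207), the HSP70 of this module 0.06 (A_46_P308620, adjusted p = 0.852) and NTRC 0.04 (A_46_P194364, adjusted p = 0.962, with a value on 2 of the 3 HT22 arrays). The sign for NTRC changed with the processing and with single arrays, down to −0.54 on the authors' own values, and that of this HSP70 changed to −0.04 without HS22 replicate 3. NTRC was not called between 15 and 27 °C either, at −0.57 in HT (adjusted p = 0.113) and −0.38 in HS (adjusted p = 0.318).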

NTRC is a NADPH-dependent thioredoxin reductase involved in plant protection against oxidative damage [42]. PSKR2 encodes phytosulfokine receptor 2 [43], and EMB3003 is embryo defective 3003 [44]. Floral development-related genes in the brown module included FLC, LFY, GI and SUF4 (Fig. 3a). 

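The FLC probe (A_46_P370555) had a mean log2 value of 11.73 ± 0.35 (SD) in HT and 12.65 ± 0.24 in HS at 15 °C, a difference of −0.92 (SE 0.16, adjusted p = 0.000955). At 22 °C the means were 13.13 ± 0.17 and 13.39 ± 0.12, and the difference of −0.26 was not called (adjusted p = 0.324, with 0.0237 to 0.457 under other settings, the lowest with slide as a block). At 27 °C it was −0.19 (adjusted p = 0.526). The probe was named by its Arabidopsis locus, which does not tell the broccoli FLC homologues apart. Its values are therefore no test of BoFLC1 alone. FLC rose from 15 to 27 °C in both lines, by 1.95 in HT (adjusted p = 6.02e-06) and 1.23 in HS (adjusted p = 0.000263), and this rise was not shown to differ between the lines (difference 0.73, adjusted p = 0.332). The LFY probe (A_46_P351300) differed between HT and HS at 22 °C by −0.14 (adjusted p = 0.892), far less than the SD of 0.97 among the HS22 arrays, with a sign that turned when single arrays were left out, and its changes from 15 to 27 °C were −0.04 in HT and 0.58 in HS (adjusted p = 0.983 and 0.426). GI (A_46_P017611) rose from 15 to 27 °C by 1.5 in HT and 1.25 in HS (adjusted p = 4.21e-06 and 2.09e-05), was highest at 22 °C in both lines, and differed between them at 22 °C by −0.09 (adjusted p = 0.693). SUF4 (A_46_P068866) rose by 0.74 in HS (adjusted p = 0.000855) and by 0.34 in HT (adjusted p = 0.0686; 0.000439 to 0.154 under other settings), and its difference between the lines at 22 °C was −0.17 (adjusted p = 0.38).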

Of note, ERECTA, FLC, LFY, GI and SUF4 were highly connected. Furthermore, in these significant modules associated with temperature, we only identified the *FLC*-associated genes presented in the brown module. Hence, genes involved in the brown module might be associated with floral development of broccoli in response to high temperature.

**Fig. 3:**
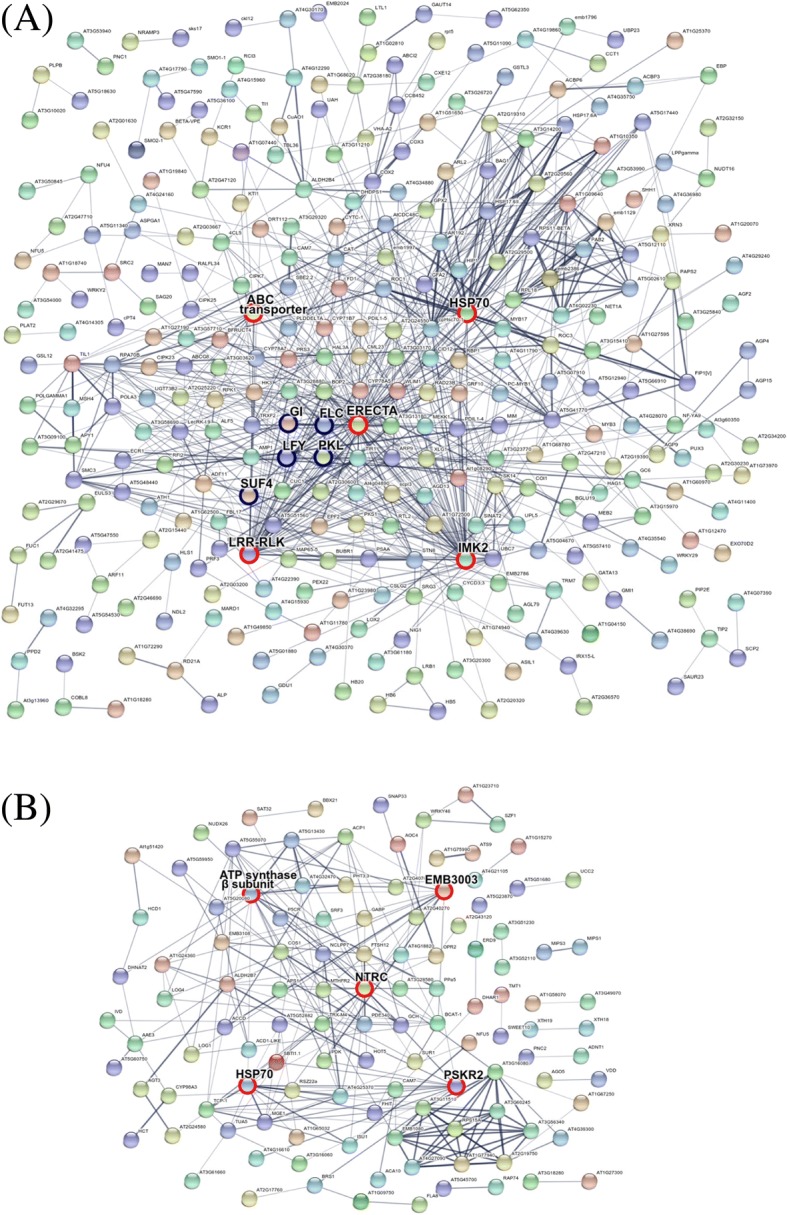
Network component analysis for the proteins within the WGCNA modules. Genes belonging to the brown (**a**) or magenta (**b**) modules were used as a query in the STRING database (http://string-db.org). After excluding proteins without interaction, the visualization network contained 114 nodes (genes) and 188 edges (connections). The hub proteins are marked by circles lines. Red indicates the top 5 connection proteins; Blue indicates the proteins involved in floral development

### Expression of BoFLCs in HT and HS broccoli

Previous work showed that only the HT genotype displayed head-forming capacity at temperatures up to 22 °C and 27 °C at 130 DPG (days post-germination) [37]. We aimed to evaluate the gene expression before the formation of the head in broccoli under high temperatures. The HT and HS genotypes were grown at 22 °C in long-day conditions with 18-h light / 6-h dark for 18, 28, 38, 48, 58 and 68 DPG (Fig. 4a). We found no floral organ primordia at 68 DPG in HT and HS broccoli. To determine the differential gene expression profiling of the flowering-development associated genes, total RNA was extracted from the shoot meristems in HT and HS broccoli and subjected to semi-quantitative RT-PCR. At 48, 58 and 68 DPG, *BoFLC1* was significantly downregulated in HT broccoli (Fig. 4b). The expression of *BoFLC2* was lower in HT than HS broccoli at 68 DPG. There were no significant changes of the expression level of other FLC homologs. *BoFLC1*, *2*, *3*, *4* and *5* genes were expressed to a similar level at 38 DPG between HT and HS genotypes, which suggests that both genotypes were at the same developmental stage. Taken together, these results and our previous study [37] indicate changed head-forming capacity under different temperature in the two broccoli genotypes. *BoFT* was predominately expressed in HT rather than HS broccoli.

**Fig. 4:**
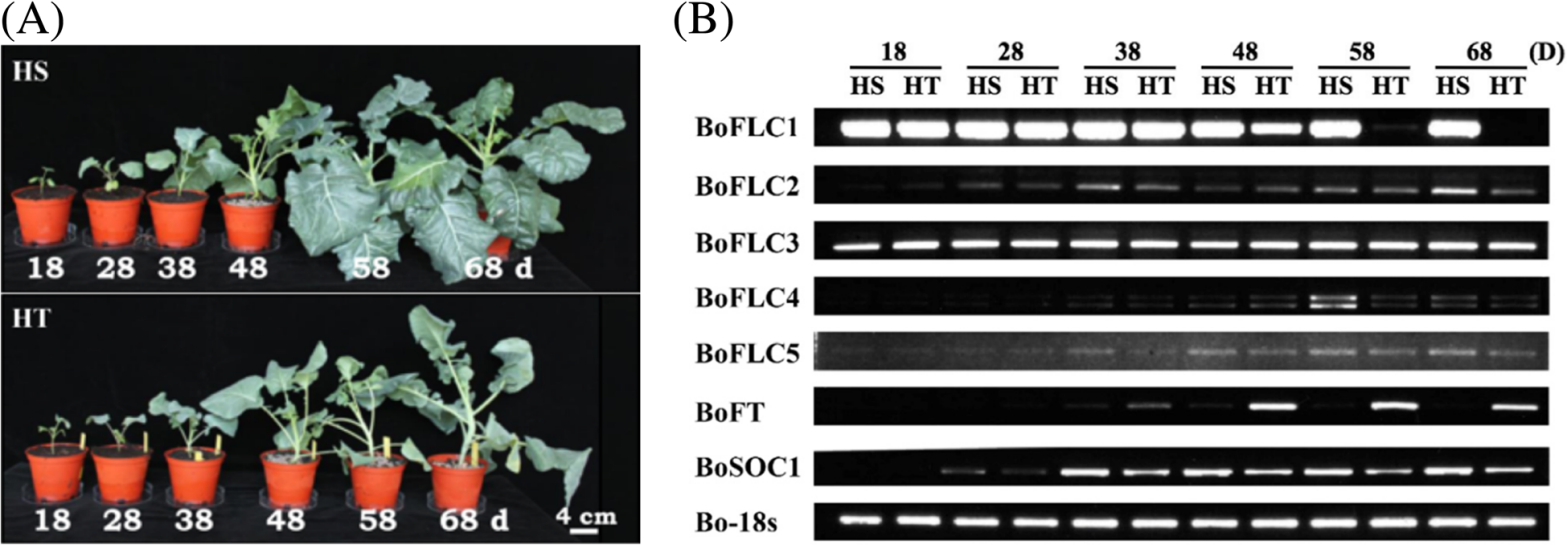
Growth and the expression of flowering-associated genes in the heat-tolerant and heat-sensitive broccoli genotypes. **a** Growth of the two broccoli lines at 22 °C at different times post germination (18, 28, 38, 48, 58 and 68 days). d, day. **b** RT-PCR analysis of flowering-associated genes at different growth stages in two broccoli genotypes. The cDNA sequences of *BoFLC1–5*, *BoFT*, *BoSOC1* and *Bo18S* with their corresponding accession numbers were obtained from GenBank of National Center for Biotechnology Information (Additional file 9: Table S7). The primers were designed to amplify these gene transcripts specifically. *Bo18s* was used as an internal control for RT-PCR analysis. White bar equals 4 cm

### Expression profiles of high temperature-associated signaling components in HT and HS broccoli

Perception and transmission of environmental signals are important for transition from vegetative to reproductive development. The brown module included 45 annotated TFs, which are classified into the ARF, bHLH, bZIP, C2H2, C3H, CPP, Dof, ERF, G2-like, GATA, GRF, HD-ZIP, LFY, MIKC-MADS, MYB, NAC, NF-YA, S1Fa-like, Trihelix and WRKY families (Fig. 5a and Additional file 4: Table S3). The expression of these TFs was significantly higher in HT and HS genotypes at 27 °C than 15 °C (*P* = 5.5e^− 11^, t-test). 

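The brown module as listed in Table S3 gave 49 probes for transcription factors of 45 Arabidopsis loci, by a rule on their descriptions fixed before the data were seen. Averaged over these probes, the 27 °C arrays were higher than the 15 °C arrays by log2 0.71 over both lines, with 0.76 in HT and 0.66 in HS (exact permutation p = 0.005, two-sided and stratified by line, the smallest possible). Of the 49 probes, 48 rose in each line. The numbers called higher by limma, at an adjusted p under 0.05 with no minimum fold, were 35 in HT and 32 in HS over all probes tested, and 41 and 36 when adjusted over the list alone. The study chose the list on these arrays, so the latter is not independent evidence. Within slides the 27 °C arrays exceeded the 22 °C arrays by 0.22 ± 0.13 (SD), in 6 of 6 pairs (exact p = 0.03125), the alternative that moved the value most. It was chosen after seeing the data and leaves 15 °C out.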

At 22 °C, these TFs showed a different expression pattern. 

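At 22 °C the mean log2 value of the 49 transcription factor probes was 9.35 ± 0.14 (SD) on the HT arrays and 9.61 ± 0.17 (SD) on the HS arrays. This difference of −0.26 had an exact permutation p = 0.2 (two-sided; the smallest possible is 0.1), since 8 rather than all 9 pairings of arrays had HT below HS, although HT was lower in 3 of 3 slides. Of the probes, 37 were lower in HT, 11 of them called over all probes tested and 11 when adjusted over the list alone. Leaving out HS22 replicate 3 moved the difference most, to −0.35. At 15 °C the difference was −0.39 and at 27 °C −0.29 (exact p = 0.1 for each).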

Their expression was lower in the HT than HS genotype at 22 °C (*P* = 0.0001, t-test). Furthermore, the expression of another MADS-box TF, *AGL79*, was similar to the pattern of *FLC* in the brown module. 

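AGL79 (A_46_P126454) was lower in HT than HS at each temperature, with log2 differences of −1.38 at 15 °C (adjusted p = 9.62e-05), −1.06 at 22 °C (adjusted p = 0.000998) and −0.75 at 27 °C (adjusted p = 0.0121). Without single arrays the value at 22 °C stayed between −1.17 and −0.98. It rose from 15 to 27 °C by 1.64 in HT (adjusted p = 7.32e-05) and by 1.00 in HS (adjusted p = 0.0029).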

Within the signaling components in the brown module, the expression of BR-signal kinase (BSK), LAMMER-type protein kinase (AME), lectin receptor kinase (LECRK), leucine-rich-repeat receptor-like kinase (LRR-RLK), receptor-like cytoplasmic kinases (RLCK), calmodulin (CaM), calmodulin binding protein (CaMBP), CBL-interacting protein kinase (CIPK), mitogen-activated protein kinase kinase kinase (MEKK), and calmodulin binding protein (CBP) was significantly higher in both HT and HS genotypes at 27 °C than 15 °C (Fig. 5b, *P* = 1.2e^− 08^, t-test). 

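By description, 26 brown probes of 23 loci belong to these kinds of signaling component. Their mean was higher at 27 °C than at 15 °C by log2 0.53 over both lines (exact permutation p = 0.005, stratified by line). All 26 rose in HT, by 0.60 on average, and all 26 in HS, by 0.46. The numbers called by limma were 21 and 15 over all probes tested, and 26 and 19 adjusted over the list alone, a list chosen by the study on these arrays and so not independent evidence. Against 22 °C on the same slides, the 27 °C arrays were higher by 0.17 ± 0.1 (SD; exact p = 0.03125).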

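For the 26 probes of receptor-like kinases, calmodulins, CIPK and the other signaling components, the mean log2 value at 22 °C was 9.29 ± 0.07 (SD) in HT and 9.53 ± 0.07 (SD) in HS. The gap of −0.24 was more than the SD of either group, and HT was lower in all 9 pairings of arrays (exact permutation p = 0.1, two-sided). Lower means in HT were found for 24 probes, of which 7 were called over all probes tested and 10 adjusted over the list alone. The gap was −0.29 at 15 °C (exact p = 0.1) and −0.15 at 27 °C (exact p = 0.2). Among the 8 LRR-RLK probes of the brown module it was −0.22 at 22 °C (exact p = 0.1) and −0.14 at 27 °C, where the lines overlapped (exact p = 0.4). The brown probe of the calmodulin CAM7 (A_46_P174509) differed by −0.31 at 22 °C in limma (adjusted p = 0.031, lost in 5 of 6 fits without a single array). The CAM7 probes of the magenta module went the other way, by 0.21 (A_46_P054801) and 0.25 (A_46_P270703), and were not called (adjusted p = 0.139 and 0.164).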

The expression of these genes was lower in HT than HS broccoli at 22 °C (*P* = 8.5e^− 05^, t-test).

**Fig. 5:**
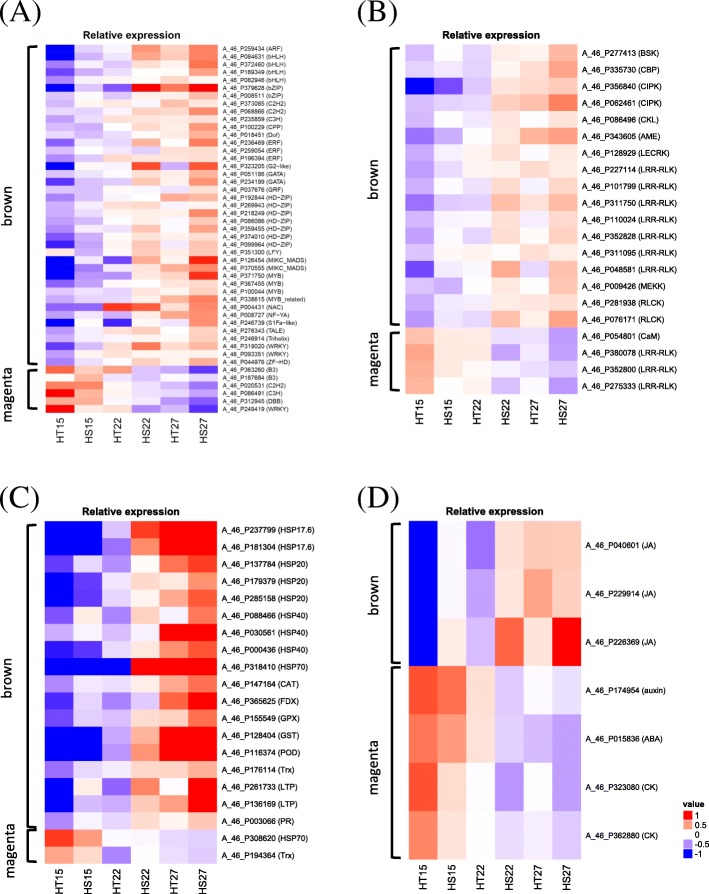
Heatmap of stress-associated signal component expression in the brown module. **a** Heatmap of genes encoding stress-associated signal proteins, including calmodulin (CaM), calmodulin binding protein (CaMBP), CBL-interacting protein kinase (CIPK), mitogen-activated protein kinase kinase kinase (MEKK), and calmodulin binding protein (CBP). **b** Heatmap of genes encoding HSP70 and HSP20 gene family. **c** Heatmap of genes encoding ROS homeostasis-associated proteins, including peroxidase (POD), thioredoxin (TRx), ferredoxin (FDX), catalase (CAT), and glutathione peroxidase (GPx). **d** Heatmap of genes encoding phytohormone-associated proteins, including auxin, cytokinin, and jasmonate

To further our understanding of the stress response in broccoli to high temperature, we analyzed genes coding for HSPs, pathogenesis-related (PR), and ROS homeostasis-associated genes. The brown module of the eigengene expression profiles with increasing temperature had 17 *HSPs* (Fig. 5c). 

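The descriptions of the brown module name heat shock proteins at 19 probes of 11 loci. In HT their mean log2 value was 7.50 ± 0.19 (SD) at 15 °C, 8.59 ± 0.12 at 22 °C and 10.48 ± 0.35 at 27 °C, and in HS it was 8.27 ± 0.05, 9.56 ± 0.11 and 11.19 ± 0.23. From 15 to 27 °C all 19 probes rose and were called in either line, with a mean change of 2.95 (exact permutation p = 0.005, stratified by line), and within slides the 27 °C arrays exceeded the 22 °C arrays by 1.76 ± 0.3 (SD; exact p = 0.03125). HT minus HS was −0.97 at 22 °C, −0.78 at 15 °C and −0.71 at 27 °C (exact p = 0.1 at each, the smallest possible). The median over the 19 probes was smaller in size at 22 °C, −0.61, and was −0.67 at 15 °C and −0.725 at 27 °C. The mean at 22 °C includes the HSP70 probe A_46_P318410, which was not well above background on any HT array there. At 22 °C all 19 probes were lower in HT, 11 of them called over all probes tested and 14 adjusted over the list alone, which is not independent evidence because the study formed the module on these arrays. The size depends on how dim probes are treated: normexp background correction gave −0.64 at 22 °C.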

In both HT and HS broccoli, these *HSPs* were expressed higher at 27 °C than 15 °C. At 22 °C, the expression of these *HSPs* was lower in the HT than HS genotype. On the basis of the head-forming capacity in the previous study [37] and the expression of *HSPs* in this study, HT broccoli might be less sensitive to high temperature than HS broccoli. ROS homeostasis-associated genes, including peroxisomal catalase (CAT), ferredoxin (FDX), glutathione peroxidase (GPx), peroxidase (POD), and thioredoxin (Trx), were expressed higher in HT and HS genotypes at 27 °C than other temperatures (Fig. 5c). 

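Among the brown probes, 15 of 9 loci are described as catalase, ferredoxin, glutathione peroxidase, peroxidase or thioredoxin. Their mean rose from 15 to 27 °C by log2 1.24 in HT and 0.93 in HS, 1.08 over both (exact permutation p = 0.005, stratified by line), and all 15 rose in each line. In HT 14 were called over all probes tested and 15 adjusted over the list alone, and in HS 9 and 14, for a list that the study chose on these arrays and that is not independent evidence. Within slides the 27 °C arrays were above the 22 °C arrays by 0.61 ± 0.2 (SD), in 6 of 6 pairs (exact p = 0.03125).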

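The 15 probes for catalase, ferredoxin, glutathione peroxidase, peroxidase and thioredoxin had a mean log2 value at 22 °C of 10.59 ± 0.22 (SD) in HT and 10.90 ± 0.13 (SD) in HS. The difference of −0.31 had an exact permutation p = 0.2 (two-sided, 8 of 9 pairings without regard to slide). Within slides HT was below HS in 3 of 3 pairs at 22 °C and in 3 of 3 at 27 °C. Without single arrays it ranged from −0.43 to −0.22. All 15 probes were lower in HT, yet 3 were called over all probes tested and 3 adjusted over the list alone. The difference was larger at 15 °C, −0.56, and smaller at 27 °C, −0.25 (exact p = 0.1 for each).

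**Figure D2:**
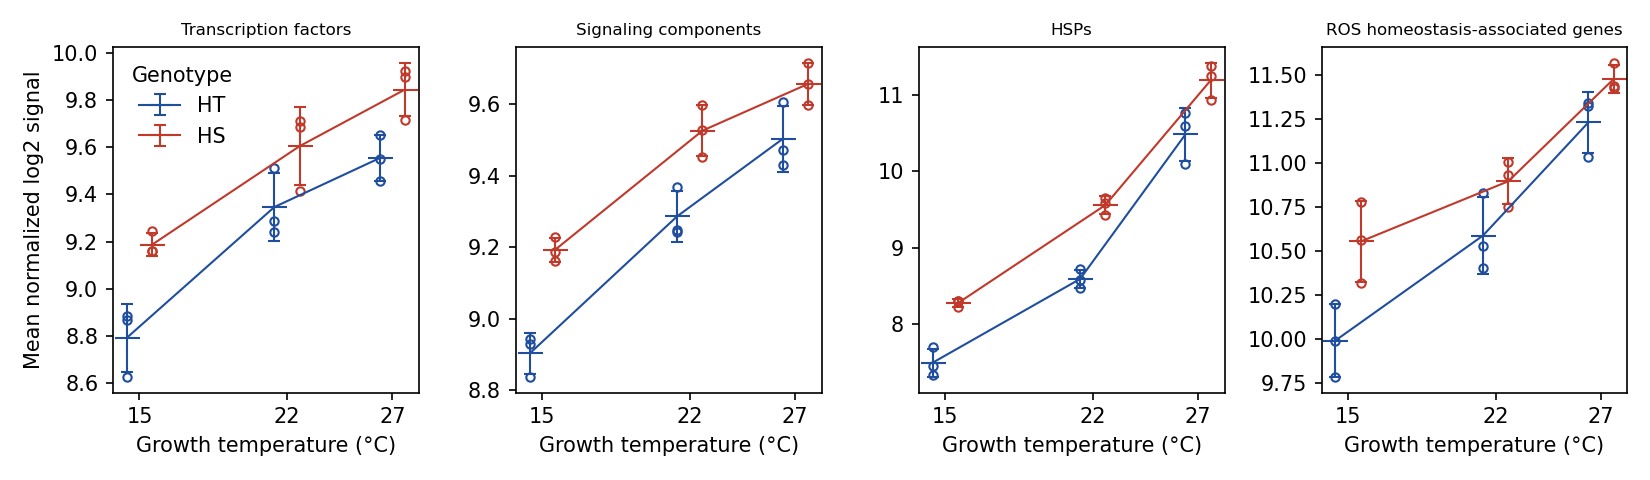
Mean normalized log2 value on each array of the probes for transcription factors, signaling components, heat shock proteins and ROS homeostasis-associated genes. The x axis is growth temperature (15, 22 and 27 °C) and the y axis the mean over the probes of a list, in log2 units. Points are arrays, HT in blue and HS in red; bars are the mean ± SD of 3 arrays. The lists from the brown module rise with temperature; the heat shock protein list at 22 °C is lower in HT by 0.97.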

At 22 °C, the expression of ROS homeostasis-associated genes was lower in HT than HS broccoli. The expression of genes involved in the jasmonate (JA) metabolic pathway was changed by increasing temperature (Fig. 5d): it was higher in the two genotypes at 27 °C and 22 °C than 15 °C. Of note, genes involved in abscisic acid (ABA), auxin, and the cytokinin metabolic pathway were included in the magenta module. 

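The only jasmonate locus by description in the brown module is LOX2, with 3 probes. Their mean log2 value was 7.87 ± 0.98 (SD) at 15 °C, 9.94 ± 0.21 at 22 °C and 10.66 ± 0.31 at 27 °C in HT, and 10.34 ± 0.28, 10.67 ± 0.16 and 10.87 ± 0.12 in HS. Over both lines the rise from 15 to 27 °C was 1.66 (exact permutation p = 0.005, stratified by line), and within slides the 27 °C arrays were above the 22 °C arrays by 0.46 ± 0.43 (SD, exact p = 0.03125). It came mostly from HT, where the mean rose by 2.07 at 22 °C, with 2 probes called, and by 2.79 at 27 °C, with 3 called. In HS it rose by 0.335 and 0.535, changes whose smallest adjusted p was 0.0736 (0.96 for A_46_P226369 at 27 °C). Adjusted over the list alone, 1 probe was called in HS at 27 °C, which is not independent evidence because the study chose the list on these arrays. At 15 °C the lines differed by −2.47 (exact p = 0.1), at 22 °C by −0.73 (exact p = 0.1) and at 27 °C by −0.215 (exact p = 0.4). A LOX2 probe outside the brown module (A_46_P235329) was higher in HT, by 0.90 at 22 °C (adjusted p = 0.0479, with 0.0141 to 0.0983 under other settings, lost in 4 of 6 fits without a single array). At 15 °C it was also higher in HT, by 1.08, opposite in direction to the brown LOX2 probes, and at 27 °C by 0.85.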

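In the magenta module, 4 probes of 4 loci are described with auxin, abscisic acid or cytokinin. Their mean changed from 15 to 27 °C by log2 −0.81 in HT and −0.68 in HS (both lines together −0.74, exact permutation p = 0.005, stratified by line). All 4 were called lower at 27 °C in each line. Most of the fall was present at 22 °C, −0.64 in either line, and within slides the 27 °C arrays differed from the 22 °C arrays by −0.1 ± 0.09 (SD, exact p = 0.03125). At 22 °C the mean was higher in HT (10.83 ± 0.14) than in HS (10.48 ± 0.02), a difference of 0.35 (exact p = 0.1), with 1 probe called over all probes tested and 4 adjusted over the list alone, which is not independent evidence since the study chose the list on these arrays.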

The expression patterns of auxin-, cytokinin- and ABA-related genes differed from that of JA in the brown module. Thus, the regulation of temperature-associated signaling components, defense genes, and phytohormones may be associated with head-forming capacity in broccoli under high temperature.

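Whether the difference between the lines changes with temperature was tested by setting the HT minus HS differences of the 6 pairs of arrays at 22 and 27 °C against those of the 3 pairs at 15 °C, over all 84 splits of the pairs. The test was added after the results had been seen and covers 12 modules and lists. For the heat shock proteins the difference moved by −0.06 (exact permutation p = 0.81), for the signaling components by 0.09 (exact p = 0.167) and for the transcription factors by 0.12 (exact p = 0.286), so none of these is shown to depend on temperature. The LOX2 probes moved by 1.995 log2 units (exact p = 0.0119, the smallest possible, adjusted p = 0.0476), with HT lowest relative to HS at 15 °C. Slide differs between 15 °C and the other temperatures, but each pair lies within a slide. The 6 pairs at 22 and 27 °C lie on 3 slides and the 3 pairs at 15 °C on 2. The splits treat pairs on one slide as independent, and the p-values depend on that. With slides as units, 3 against 2 slides allow no p below 0.1. The paper proposes that the regulation of the signaling components, defense genes and phytohormones may be associated with the capacity to form heads under high temperature.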

### Enrichment of gene ontology in HT and HS broccoli under high temperature

To distinguish the differential effects of high temperature on HT versus HS broccoli, the gene differential expression profiles of the two broccoli genotypes were analyzed (Fig. 6a and Additional file 5: Table S4). 

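At an adjusted p under 0.05 in limma and a fold change of at least 2, 2627 probes were higher in HT than in HS at one or more of the temperatures, and 2597 were higher in HS. The normexp background correction moved both numbers most, to 1389 and 1661. With the 75th percentile shift they were 2217 and 2824, and with the authors' own log2 values and the methods' t-test after Benjamini-Hochberg adjustment, added after the data had been seen, 1535 probes were higher in HT. Leaving out single arrays gave 2509 to 2665 probes for HT and 2527 to 2716 for HS. Of the probes higher in HT, 1051 (40.0%) were called at all 3 temperatures, 475 (18.1%) at 15 °C only and 200 (7.6%) at 22 and 27 °C but not at 15 °C. Of those higher in HS, 1478 (56.9%) were called at all 3 temperatures, 257 (9.9%) at 15 °C only and 193 (7.4%) at 22 and 27 °C alone.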

After data were normalized, 1625 genes were found upregulated (fold change ≥2, HT/HS; *P* < 0.05, t-test) by at least one temperature exposure in HT broccoli and 2007 genes were upregulated in HS broccoli (fold change ≥2, HS/HT; *P* < 0.05, t-test). 

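By the same rule, 1724 probes were higher in HT than HS at 22 °C and 1679 at 27 °C, and 1826 at 15 °C. In the other direction the numbers were 2015, 1996 and 1979. Of the probes higher in HT, 1231 (71.4%) of those called at 22 °C and 1171 (69.7%) of those called at 27 °C were also called at 15 °C. The difference was in the same direction at 15 °C for 1693 (98.2%) of the probes called at 22 °C.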

In total, 1189 genes at 27 °C and 1145 genes at 22 °C were expressed at significantly higher levels in HT than HS broccoli (*P* < 0.05, t-test). Functional annotation analysis of the microarray results involved using agriGO functional enrichment analysis (Additional file 6: Table S5). 

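Called higher in HT at both 22 and 27 °C were 1251 probes, of which 1051 (84.0%) were called at 15 °C as well. A response to temperature that differed between the lines, tested as the interaction in limma at an adjusted p under 0.05 with no minimum fold, was found for 4 (0.23%) of the probes higher in HT at 22 °C and 34 (2.03%) of those higher at 27 °C. Over all 43603 probes the interaction was called for 15 at 22 °C and 165 at 27 °C, against 2344 (5.38%) and 3151 (7.23%) at an unadjusted p under 0.05. These numbers moved with single arrays, from 6 without HT22 replicate 1 to 200 without HT15 replicate 3 at 22 °C, and from 92 without HS15 replicate 1 to 412 without HT15 replicate 3 at 27 °C.

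The probes with the largest fold at 22 °C were not well above background in the lower line, so their folds are bounds. Each bound sets the mean of the brighter line against the lowest signal well above background on each array, or the dim probe's own where that is higher. A_46_P139539 (histone superfamily protein) was at least 2993-fold higher in HT at 22 °C and at least 2781-fold at 27 °C, A_46_P063941 at least 1708-fold and A_46_P250394 at least 871-fold at 22 °C. Each of these probes was well above background on 1 of the 3 HS arrays at 15 °C, replicate 2.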

Among the HT-enriched genes at 22 °C and 27 °C, the top five significant GO terms were related to “post-embryonic development”, “positive regulation of flower development”, “positive regulation of post-embryonic development”, “anatomical structure development”, and “positive regulation of developmental process” (FDR adjusted *P* < 0.05; *P* < 0.05) (Fig. 6b). 

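Of the 1671 probes called higher in HS at both 22 and 27 °C, 1478 (88.5%) were also called at 15 °C. An interaction with temperature was called for 6 (0.3%) of the probes higher in HS at 22 °C and for 64 (3.21%) of those higher at 27 °C. The largest folds in this direction at 22 °C were again bounds against HT arrays not well above background: at least 1221-fold for A_46_P194014, at least 1191-fold for A_46_P231489 and at least 883-fold for A_46_P261758. The latter pair was well above background on 1 of the 3 HT arrays at 27 °C. The response to temperature within each line gave 654 probes changed in HS at 22 °C against 15 °C (315 higher, 339 lower) and 1562 at 27 °C (870 higher, 692 lower), and in HT 1230 (492 higher, 738 lower) and 1922 (941 higher, 981 lower).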

GO terms such as “response to stimulus”, “response to other organism”, “response to biotic stimulus”, “response to stress”, and “response to bacterium” were markedly over-represented in HS-enriched genes at 22 °C and 27 °C (Fig. 6b). These enriched functional categories in the HT genotype were mostly associated with developmental regulation. 

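The brown module holds 11 probes of 4 loci described as pathogenesis-related. At 22 °C their mean log2 value was 12.17 ± 0.25 (SD) in HT and 12.63 ± 0.22 (SD) in HS, a difference of −0.46 (exact permutation p = 0.1, two-sided), with 9 probes lower in HT, 3 called over all probes tested and 4 adjusted over the list alone. The study chose the list on these arrays, so this is not independent evidence. At 27 °C the difference was −0.44, with 4 called by either adjustment, and at 15 °C it was −1.16, with 5 and 8 called (exact p = 0.1 for each). The difference was thus smaller at 22 and 27 °C than at 15 °C, by 0.71 (exact p = 0.0119 over 84 splits of the array pairs, adjusted p = 0.0476 over 12 modules and lists, a test added after the results had been seen). That test treats pairs on one slide as independent, and with slides as units no p below 0.1 is possible. From 15 to 27 °C the probes rose by 1.78 in HT, with 10 called, and by 1.07 in HS, with 8 called, and within slides from 22 to 27 °C by 0.59 ± 0.22 (SD, exact p = 0.03125).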

The enriched functional categories in the HS genotype were related to defense response, indicating differential physiological processes in response to high temperature between HT and HS.

**Fig. 6:**
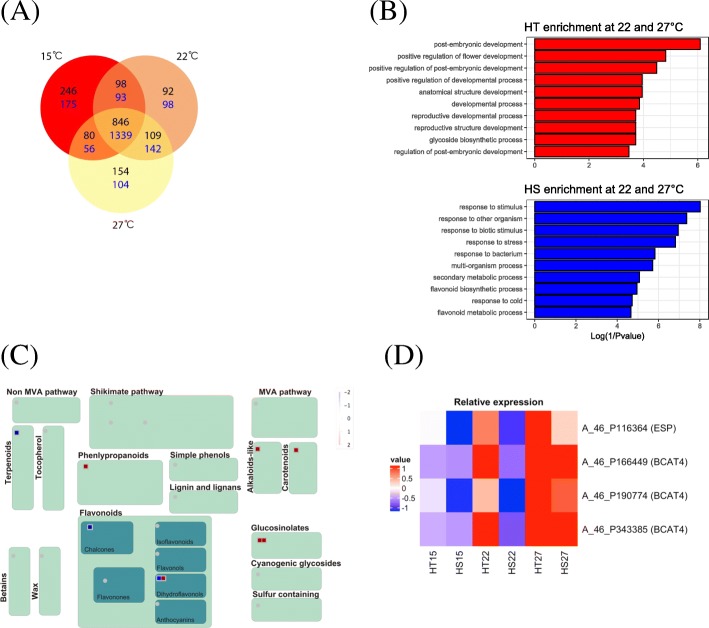
Distribution and functional classification of the differentially expressed genes. **a** Venn diagram showing the number of upregulated genes (numbers in black) in the HT genotype and the upregulated (numbers in blue) in the HS genotypes at 15 °C, 22 °C, and 27 °C. Results were based on the FDR < 0.05 and two-fold change in expression. **b** Gene Ontology analysis of the significantly temperature-associated genes (fold change ≥2) by microarray analysis. The agriGO database was used to perform enrichment analysis and the negative log of the P value is shown for the significantly enriched gene categories. **c** MapMan analysis of the secondary metabolism-associated genes. Each gene displayed as a square, red for upregulation and blue for downregulation. **d** The relative expression of probes assigned as epithiospecifier protein (ESP) and branched-chain aminotransferase4 (BCAT4) at 15 °C, 22 °C, and 27 °C in the HT and HS genotypes

### Distinct expression patterns of genes related to nucleotide and glucosinolate metabolism between HT and HS broccoli under high temperature stress

These results were further analyzed by comparison of metabolic genes using MapMan [45]. Only genes assigned to The Arabidopsis Information Resource (TAIR) locus were included in the MapMan analysis. Genes regulated by high temperature (22 °C and 27 °C) (fold change ≥2, HT/HS, *P* < 0.05, t-test) showed two functional enrichments (MapMan bins), including “nucleotide metabolism” (2 genes, *P* = 0.034) and “secondary metabolism” (9 genes, *P* = 0.045) (Additional file 7: Table S6). 

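Table S4 lists the probes behind this selection, and the copy used here holds 1480 of them, with 2154 left out, so no enrichment was tested on it. Its fold changes equal those of the authors' own log2 values to within 1e-05 log2. Among the genes of secondary metabolism with a probe, the strictosidine synthase probe A_46_P306175 was higher in HT by log2 2.16 at 22 °C (SE 0.34, adjusted p = 0.000368) and 2.24 at 27 °C (adjusted p = 0.000267), against 1.01 at 15 °C (adjusted p = 0.054). BETA-OHASE 1 (A_46_P146774) was higher in HT at each temperature, by 0.90, 1.09 and 1.03 at 15, 22 and 27 °C (adjusted p = 0.00968, 0.0027 and 0.00408). The 3 probes of DMR6, which is in the same category, were higher in HT only at 15 °C, by 2.12 (A_46_P082311), 2.12 (A_46_P314665) and 2.07 (A_46_P337465), with adjusted p = 0.00861, 0.00956 and 0.00849. They were not called at 22 °C (−0.63, −0.65 and −0.67, adjusted p = 0.475, 0.464 and 0.422) and were lower in HT at 27 °C, by −1.80, −1.87 and −1.85 (adjusted p = 0.0233, 0.0207 and 0.0175). 4-coumarate-CoA ligase (A_46_P363565) was higher by 1.06 at 22 °C and 0.78 at 27 °C (adjusted p = 0.00412 and 0.0265). TT7 (A_46_P003061) differed by 1.29 at 22 °C and 1.30 at 27 °C, values just outside the call (adjusted p = 0.0541 and 0.0539, with 0.00954 to 0.0912 under other settings at 22 °C).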

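The probe for the apyrase AYP5 (A_46_P324905) was higher in HT than HS by log2 1.51 at 22 °C (SE 0.35, adjusted p = 0.00666) and 1.46 at 27 °C (adjusted p = 0.0083), and by 0.61 at 15 °C, where it was not called (adjusted p = 0.277). A fit of only the 6 arrays compared took it out of the call at 22 °C (adjusted p = 0.0725, the highest of 0.00262 to 0.0725 under all settings). N-acetylglutamate kinase (A_46_P324910) was higher in HT by 1.24 at 22 °C (SE 0.36, adjusted p = 0.0267) and 1.1 at 27 °C (adjusted p = 0.0477), against 0.87 at 15 °C (adjusted p = 0.117). Its call at 22 °C was lost in 5 of the 6 fits that left out a single array, with adjusted p up to 0.115.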

Genes involved in the “nucleotide metabolism” bin were apyrases protein (AYP5) and N-acetylglutamate kinase (NAGK). An analysis of “secondary metabolism” sub-bins revealed more detailed insights into plant secondary metabolism processes in broccoli. Two of nine genes were involved in “secondary metabolism sulfur-containing glucosinolates” and encode epithiospecifier protein (ESP) and branched-chain aminotransferase 4 (BCAT4). ESP catalyzes the formation of epithionitriles instead of isothiocyanates during glucosinolate hydrolysis. The methionine chain elongation cycle of aliphatic glucosinolate formation is mediated by BCAT4. The expression of *ESP* and *BCAT4* was upregulated in the HT genotype at 22 °C and 27 °C (Fig. 6c). 

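Table S4 and Table S3 as used here name 3 probes for ESP and 4 for BCAT4. ESP was higher in HT than HS at 22 °C by log2 1.21 (A_46_P171254, SE 0.2, adjusted p = 0.0005) and 1.23 (A_46_P239239, adjusted p = 0.00272), and at 27 °C by 1.64 and 1.63 (adjusted p = 2.95e-05 and 0.00027). Both were also higher in HT at 15 °C, by 1.01 and 1.08 (adjusted p = 0.00202 and 0.00645). The third ESP probe (A_46_P116364) differed by 1.68 at 22 °C with a larger SE of 0.6 (adjusted p = 0.0649; 0.0401 to 0.0883 under other settings) and by 2.06 at 27 °C (adjusted p = 0.0251), and was likewise higher at 15 °C, by 2.01 (adjusted p = 0.0273).

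The BCAT4 probes were higher in HT at 22 °C by 1.73 (A_46_P166449), 1.88 (A_46_P190774), 2.09 (A_46_P202084) and 1.94 (A_46_P343385), with adjusted p = 0.0155, 0.0352, 0.00556 and 0.0163. Each of these calls was lost when only the 6 arrays compared were fitted (adjusted p up to 0.142), for A_46_P166449 and A_46_P343385 also in 3 of the 6 fits without a single array (HT22 replicate 1 or 2, or HS22 replicate 3), and for A_46_P190774 in 5 of 6. For A_46_P190774 it was lost in 6 of 9 other settings, with a difference down to 0.79 (adjusted p = 0.115) under normexp background correction. At 27 °C the differences were 1.35 to 1.503, and A_46_P202084 alone was called (1.45, adjusted p = 0.0462). At 15 °C they were 0.16 to 1.03, none of them called (adjusted p = 0.27 to 0.929). The change of the difference with temperature was itself not called for any ESP probe (adjusted p of at least 0.66) or BCAT4 probe (adjusted p of at least 0.683).

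**Figure D3:**
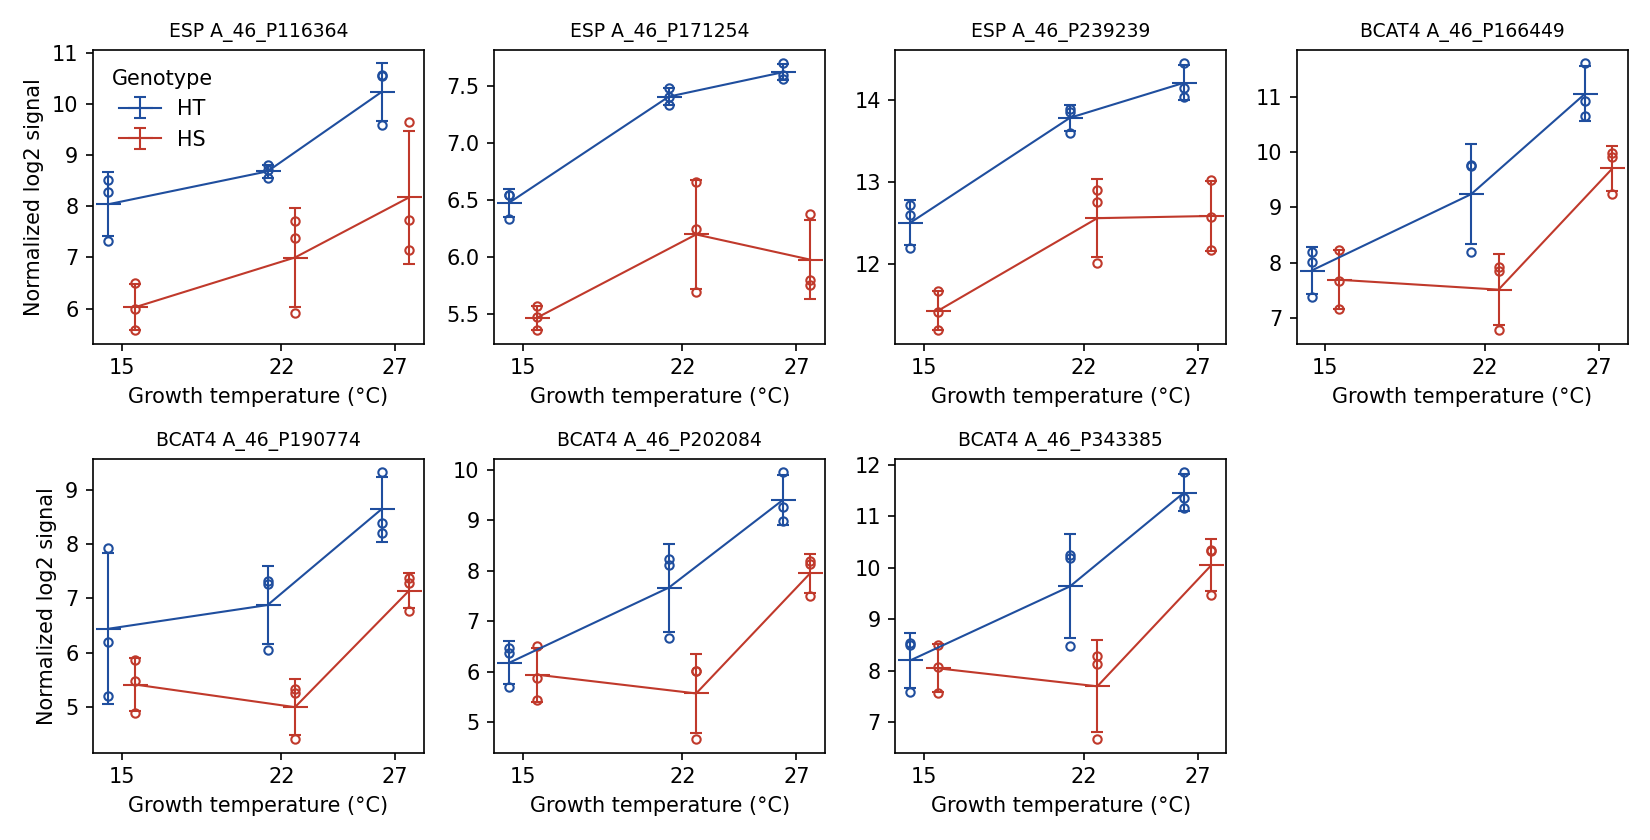
Normalized log2 value of the ESP and BCAT4 probes on each array. The x axis is growth temperature (15, 22 and 27 °C) and the y axis the normalized log2 value of a probe. Points are arrays, HT in blue and HS in red; bars are the mean ± SD of 3 arrays. At 22 °C the HT mean is above the HS mean for each probe, by 1.21 to 2.09.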

One probe set was assigned as ESP and three as BCAT4 in the microarray data, which were significantly upregulated under elevated temperature conditions (Fig. 6d). The expression of *ESP* and *BCAT4* was low at 15 °C and high at 27 °C in both HT and HS broccoli. 

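From 15 to 27 °C the BCAT4 probe A_46_P166449 rose by log2 3.201 in HT (adjusted p = 0.000341) and 2.02 in HS (adjusted p = 0.00902), from 7.86 ± 0.43 (SD) to 11.06 ± 0.49 and from 7.69 ± 0.53 to 9.71 ± 0.41. A_46_P202084 and A_46_P343385 had rises of a like size, 3.22 and 3.26 in HT and 2.00 for each in HS (adjusted p = 0.0111 and 0.0186). The call in HS was lost in 1 of 6 fits without a single array for A_46_P202084 (adjusted p up to 0.051). For A_46_P343385 it was lost in 3 of 6 (up to 0.0763) and in 1 other setting (0.0599). A_46_P190774 rose by 2.20 in HT (adjusted p = 0.018, with 0.00468 to 0.128 under other settings) and 1.73 in HS (adjusted p = 0.0622, with 0.0371 to 0.163). In HS the mean of each BCAT4 probe at 22 °C was not above that at 15 °C, with differences of −0.42 to −0.18. ESP rose by 1.71 in HT and 1.16 in HS (A_46_P239239, adjusted p = 0.000401 and 0.00657, the latter 0.0595 when only the arrays compared were fitted), and by 1.14 and 0.51 (A_46_P171254, adjusted p = 0.00136 and 0.108). The rise of 0.51 had an adjusted p from 0.00728, with scan day as a block, to 0.312 under other settings. The third ESP probe (A_46_P116364) rose by 2.19 in HT and 2.14 in HS (adjusted p = 0.0207 and 0.0263), and each call was lost in 3 of the 6 fits without a single array.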

*ESP* and *BCAT4* were expressed at a higher level at 22 °C and 27 °C in the HT than HS genotype. Thus, regulation of genes responsible for glucosinolate metabolism may relate to head-forming capacity in HT broccoli.

### BoFLC1 is a candidate biomarker for heat-tolerant broccoli

To assess the relationship between *BoFLC1* promoter and head development, we isolated the sequence upstream of the ATG codon (Fig. 7a). Four broccoli genotypes were selected to compare the variation of their promoter sequences. HT and AVS1 were heat-tolerant genotypes while HS and AVS8 were heat-sensitive genotypes. The *AtFLC* (*A. thaliana FLC*, AT5G10140) was included as a reference. Sequence alignment showed an *Eco*RI restriction site (GAATTC) that only existed within the promoter region of the HS and AVS8 genotypes (Fig. 7b). To test a restriction enzyme-based marker, a restriction enzyme digestion analysis was performed on PCR amplicons of the region. Indeed, digestion of the amplicon from the HS genotype with *Eco*RI resulted in two DNA fragments. One DNA fragment was observed in the HT genotype (Fig. 7c). Of note, we found differences in AT dinucleotide repeats and ANAERO1CONSENSUS element between the HT and HS genotypes (Fig. 7d and e). We found eight AT dinucleotide repeats in the HT and AVS1 genotypes. At least 16 AT dinucleotide repeats were detected in the HS and AVS8 genotypes (Table 1). The ANAERO1CONSENSUS sequence is usually present in promoters of anaerobically induced genes involved in the fermentative pathway [46]. The HT but not the HS genotype showed an ANAERO1CONSENSUS element. Amplicon sequencing analysis of the *BoFLC2* and *BoFLC3* promoter regions between the HT and HS genotypes were performed but the restriction fragment length polymorphisms were not found.

**Fig. 7:**
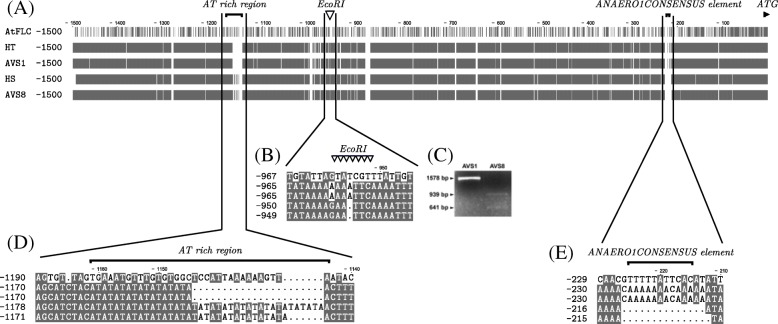
Broccoli *FLC1* promoter architecture. The sequences spanning the promoter region upstream of the start codon (− 1500 bp) were obtained by PCR using gene-specific primers. The PCR products were cloned into a TA-vector and 10 individual clones per genotype were sequenced. **a** Comparison of the *FLC1* promoter sequences of *Arabidopsis* and broccoli genotypes. The distinct conserved motifs in the promoter regions are marked with vertical black lines. The gray boxes indicate identical nucleotides. **b** The *Eco*RI restriction enzyme site is denoted with triangles. **c** Validation of *Eco*RI recognition site by restriction enzyme digestion of PCR amplicons and gel electrophoresis analysis. **d** The AT-rich region is denoted with a black line. **e** The ANAERO1CONSENSUS element is denoted with a black line

**Table 1:** Analysis of *BoFLC1* promoter DNA architecture in heat-tolerant and heat-sensitve broccoli

	genotype	AT dinucleotide repeat units
Heat-tolerant	B295 (HT)	8
	AVS1	8
	AV515	8
Heat-sensitive	BR1 op (HS)	19
	AVS8	16
	WF	16

According to the specific restriction enzyme site and the motif variations in the *BoFLC1* promoter between heat-tolerant and heat-sensitive genotypes, we designed PCR primers corresponding to their respective genomic DNA sequences. Primer set 1 specifically amplified the genomic DNA of HT broccoli (Additional file 8: Figure S2). Primer set 2 amplified the genomic DNA of HS broccoli. The method for detecting heat-tolerant broccoli genotyping was patented in Taiwan [47]. These variations suggest the potential of *BoFLC1* as a DNA biomarker for genotyping the HT and HS broccoli.

## Discussion

Broccoli is usually grown for its floral head production in regions where the average temperature is below 18 °C. When the temperature is higher than 27 °C, the head-forming capacity is significantly reduced or aborted. To overcome the high temperature effects, an inbred HT line (B295) was selected from Chinglong Seed Co. in Taiwan [36]. The HT proceeds with head formation under higher temperature (22 °C or 27 °C); however, the HS (BR1) continues vegetative growth. In this study, we investigated the gene expression profiles correlated with the head-forming capacity of two broccoli genotypes (HT and HS). The difference in expression patterns between HT and HS broccoli might lead to the identification of genes and pathways that may be important in the floral development of HT broccoli.

FLC is well-known as a repressor in flower development [3, 11]. The activated FLC represses downstream FT and SOC1 in the leaf and meristem, thereby acting as a repressor to delay flowering. Late-flowering ecotypes of *Arabidopsis*, such as Pitztal (Pit) and San Feliu-2 (Sf2) exhibited a higher expression of *FLC*. By contrast, late-flowering ecotypes Landsberg erecta (Ler) and Columbia (Col-0), showed a relatively lower level of *FLC* expression [48, 49]. Okazaki et al. (2007) [50] identified 5 *FLC* homologues from *B. oleracea* var. *italica* cv. Green Comet. In *B. oleracea* var. *botrytis*, *BoFLC2* has been found involved in reproductive development, and the transcription level was decreased by vernalization [51]. According to the transcriptional analysis in the present study, the expression of *BoFLC1* was significantly higher in the HS than HT genotype at temperatures up to 22 °C and 27 °C (Fig. 4). At 15 °C, the expression of *BoFLC1* was lower in both genotypes. The expression of *BoFLC2*, *BoFLC3*, *BoFLC4*, and *BoFLC5* was similar in the HT and HS genotypes. The HS broccoli produced heads at 15 °C but not 22 °C and 27 °C. Therefore, the head-forming capacity of HT broccoli may be associated with the expression of *BoFLC1* but not other FLC homologues.

High-throughput technologies can simultaneously measure the expression of thousands of genes within a particular mRNA sample. However, the large number of genes and the complexity of biological networks greatly increase the challenges of comprehending and interpreting the resulting mass of data. In this study, we used WGCNA [38](Langfelder and Horvath, 2008), a widely-used method that finds modules of highly correlated genes. WGCNA has been used to identify functionally enriched modules in human brain regions [52], animals [53], and plants [54, 55]. WGCNA revealed the brown module was significantly correlated with the temperature trait, and *FLC* was included (Fig. 1). Within the brown module, genes encoding TFs, signal components, HSPs, PR, ROS homeostasis, and JA metabolism were differentially expressed between HT and HS genotypes at 22 °C. The expression of these genes was higher in HS than HT broccoli.

Heat stress affects the process and structure of various proteins, membranes, RNA species, and cytoskeleton structures in plants, causing membrane fluidity imbalance [56]. The disrupted steady-state flux of plant cells might cause the accumulation of some toxic substrates such as ROS. Plants reprogram their transcriptome, proteome, and lipidome to respond to these effects [57]. The role of calcium transients in response to heat treatment in plants has been well documented [58]. A *CaM3* knockout mutant in *Arabidopsis* showed impaired thermotolerance, whereas overexpression of *AtCaM3* significantly increased the thermotolerance [59]. Mitogen-activated protein kinase (MAPK) cascades play important roles in plants in response to multiple stresses, including heat and heavy metals [60, 61]. Kovtun et al. (2000) [62] reported that overexpression of mitogen-activated protein kinase kinase kinase (ANP1) enhanced the thermotolerance of tobacco. Previous studies have shown that membrane-localized kinases play important roles in sensing various environmental stimuli and transduce them to downstream signaling networks [63, 64]. In *Arabidopsis*, JA contributes to thermotolerance, as demonstrated by mutant plants defective in JA signaling pathway [65]. Here, we showed that heat-associated signaling genes involved in calcium signals, MAPK cascades, LRR-RLKs, and JA biosynthesis were differentially expressed between the HT and HS genotypes. The complex signaling pathways may participate in the heat-stress response, which in turn contributes to head formation and thermotolerance mechanisms in broccoli.

HSPs are responsible for protein folding, assembly, translocation, and degradation in cellular processes, stabilizing proteins and membranes, and can assist in protein refolding under conditions of stress [66]. The production of HSP is a necessary step in plant heat acclimation [67]. Transgenic rice with increased levels of HSP17.7 protein showed significantly increased thermotolerance and greater resistance to UV-B stress [68]. Several lines of evidence have indicated that FLC is correlated with a thermal-response flowering time pathway [9, 69]. The expression of *HSPs* was induced with increasing temperature in both HS and HT genotypes. At 22 °C, the expression of *HSPs* was significantly higher in HS than HT broccoli, similar to the expression pattern of *BoFLC1* (Fig. 4b). We found more HSP-related genes with higher expression in HS than HT broccoli. These data suggest that HT broccoli was less sensitive to heat.

Glucosinolates are secondary metabolites synthesized by plants. They contain sulfur groups and are present in numerous species belonging to the *Brassicaceae* family such as broccoli and cabbage. When the tissue of these plants is damaged, glucosinolates can be hydrolyzed by plant myrosinase or non-enzymatically to form primarily isothiocyanates and/or simple nitriles [70, 71]. In *Arabidopsis*, BCAT4 catalyzes the chain elongation pathway of Met-derived glucosinolate biosynthesis [72]. A glucosinolate-deficient mutant of *Arabidopsis* showed thermosensitivity after high temperature stimulation [73]. In *Brassica oleracea*, soil temperature was correlated with accumulation of glucosinolates [74, 75]. Several genes involved in the glucosinolate metabolite pathway were differentially expressed in HT and HS cabbage lines [76]. We found the expression of three *BCAT4* probe sets higher in HT than HS broccoli at 22 °C (Fig. 6). The transcript levels of *BCAT4* were higher in the HT than HS genotype at 22 °C. Secondary metabolites have been proposed to participate in signaling mechanisms and modulation of physiological events in response to environmental stresses [74]. Thus, glucosinolate might be a signaling molecule that enhances thermotolerance to promote head formation in HT plants. ESP is also responsible for the products of glucosinolate toward epithionitriles [70, 77]. Ectopic expression of *Arabidopsis ESP* in *E. coli* triggered the hydrolysis of glucosinolate [77], and heating decreased plant ESP activity [70]. In this study, the expression of broccoli *ESP* was higher at 27 °C than 15 °C in both HT and HS genotypes. The expression of *ESP* was higher in HT than HS broccoli at 22 °C. Thus, BCAT4 and ESP, involved in synthesis and degradation of glucosinolate metabolism, were highly expressed in HT. These results imply that the turnover processes of glucosinolates may be enhanced in HT versus HS broccoli. Thus, HT broccoli may show an elevated level of glucosinolate under high temperature to modulate physiological responses during head formation.

Plants live under a continuous threat from abiotic and biotic stresses and have evolved mechanisms to minimize the negative impact of these factors, including the development of physical and chemical defenses [78, 79]. Previous studies proposed that investing in defense can come at the expense of other types of growth [80, 81]. Our co-expression network analysis revealed that the HS genotype was enriched with transcripts involved in signal transduction and defense compounds as compared with the HT genotype. The expression of one of the highly connected genes in the magenta module belonged to the NADPH-dependent thioredoxin reductase (NTRC). NTRC was reported as a high-efficiency redox system and was shown to play a role in protection against oxidative damage [82]. The highly connected genes in the WGCNA module are considered key drivers of physiological processes. Therefore, the NADPH-dependent thioredoxin reductase might play an important role in floral head formation in HT genotypes.

We also found higher expression of ABA, auxin and cytokinin metabolism-associated genes at 15 °C and 22 °C in the HT than HS genotype. ABA is a stress hormone that regulates diverse physiological processes antagonistically such as plant growth. Auxin mediates diverse processes in plant development, such as induction of floral primordia and regulation of flower development [83, 84]. Cytokinins are involved in many aspects of plant growth and development. For example, cytokinin promotes plant flowering [85, 86]. In this work, the increased expression of genes related to auxin biosynthesis and cytokinin metabolism may have led to elevated levels of auxin and cytokinin and promoted head formation in the HT genotype. The expression of genes involved in the JA-mediated pathway was induced in both genotypes with increasing temperature (15–27 °C) (Fig. 6). By contrast, auxin- and cytokinin-related genes showed markedly opposed expression patterns. Auxin and cytokinin are vital to regulate plant growth and development, and JA is responsible for activation of stress responses [28]. Thus, regulation of hormone homeostasis may be correlated with head formation in broccoli at high temperature.

LRR-RLKs are the largest subfamily of RLK and contain an extracellular LRR domain. They consist of a distinct extracellular domain to specifically sense signals, a transmembrane domain, and an intracellular kinase domain. LRR-RLKs have been found to function as receptors for phytohormones, small peptides or pathogen-derived molecules to modulate plant growth, reproduction and defense responses [87]. Downstream of the LRR-RLKs, MAPK cascades are key signaling transduction modules that act through phosphorylation of different targets. LRR-RLKs are known to recognize pathogen-associated molecular patterns (PAMPs). LRR-RLK-mediated signaling are core modulators of growth-defense tradeoffs in response to pathogen attack [88]. Activation of the defense responses to pathogens generally comes at the expense of plant growth [28]. In this study, LRR-RLKs (54 interactions) were identified as a potential hub genes within the brown module (Fig. 3). We revealed a possible role for LRR-RLKs in optimizing the heat stress signaling (MAPKs) versus phytohormone-mediated reproduction programs during head formation in broccoli (Figs. 3 and 5). LRR-RLKs localize at the plasma membrane for the perception of endogenous or exogenous signals to regulate plant growth, development, and immunity. They are responsible for sensing and transducing environmental fluctuations into change in downstream gene expression [89]. Thus, the difference in head-forming ability in response to high temperature between HT and HS broccoli may be related to the differential LRR-RLK gene expression. Thus, LRR-RLKs may play a role in tradeoffs between survival and reproductive effort.

In addition, polymorphisms of *LRR-RLK* genes can be applied to marker-assisted selection for crop improvement. For example, a deletion affecting an *LRR-RLK* gene was associated with the flat shape trait in peach [90]. In this work, transcript analysis revealed differential expression of *LRR-RLK* genes between HT and HS broccoli (Fig. 3). Therefore, it is suggested that *LRR-RLKs* are candidate genes for breeding heat-tolerant lines with head-forming capacity.

The expression of *BoFLC1* differed between HT and HS broccoli under mild heat treatment (22 °C) (Fig. 4). The expression patterns of other *FLC* homologues in broccoli were similar in HT and HS broccoli. The nucleotide sequences of the *FLC* coding region of *Arabidopsis thaliana* Col-0, Ler, and C24 were identified [91]. The predicted amino acids of the Col-0, Ler, and C24 FLC alleles were identical. Thus, differential regulation of the *cis*-elements at the *FLC* alleles might occur in these *Arabidopsis* ecotypes. Sheldon et al. (2000a) [3] investigated the sufficiency of the promoter region of *FLC* in *Arabidopsis* for repression of flowering initiation. In this study, the AT-rich region and ANAERO1CONSENSUS element in the promoter region of *BoFLC1* differed between HT and HS broccoli. Changes in the number of AT dinucleotide repeat units in the yeast *SDT1* promoter may cause alteration in gene expression level [92]. The *SDT1* promoters with 13 to 16 AT dinucleotide repeat units increased gene expression as compared with those with 7 to 9 repeat units. In *Liriomyza sativae*, the AT-rich element in the promoter region of *HSP* genes contributed to their regulatory activity of *Hsp70* under heat treatment [93]. In this study, the *BoFLC1* promoter region showed a larger AT-rich region in HS than HT broccoli. This promoter structure may enhance *BoFLC1* expression and thus delay broccoli head formation. ANAERO1CONSENSUS, the additional promoter element, was identified only in HT broccoli. Previous studies indicated that the ANAERO1CONSENSUS element in *Arabidopsis* was related to anaerobic responses [46]. The role of ANAERO1CONSENSUS in flowering regulation requires more investigation.

In *Arabidopsis*, AP1 acted as one of the positive regulators of flowering development [94, 95]. In our previous study [37], the expression of *BoAP1* was greater in HT than HS broccoli at 120 days post-germination at 22 °C. The expression of *AP1* is activated by FT, and FLC represses the activation of FT [96, 97]. *BoFT* was expressed to a higher level in HT than HS broccoli at 50 days post-germination at 22 °C. The head formation of HT broccoli was observed during 90 days post-germination. The expression of *BoAP1* and *BoFT* genes indicated the initiation of flower primordia.

## Conclusions

We provided gene expression profiles and pathways that might be associated with head-forming capacity in broccoli under high temperature. The suppression of *BoFLC1* expression in HT broccoli suggested the transcriptional regulation of the head-forming capacity in this genotype. From expression pattern of high-temperature-associated signaling genes, HS broccoli may invest in coping with stress instead of transition to the reproductive phase in response to high temperature. The differences in the *BoFLC1* promoter structure between HT and HS genotypes may be served as a DNA marker for genotyping of HT broccoli. Accordingly, high-resolution melting curve-based analysis can be developed for rapid and precise detection of the two genotypes. Our previous study showed that the AVS1 (HT1) had a similar phenotype as the HT line with normal head formation under high temperature as compared with the HS line [37]. The expression of *BoFLC1* was lower in the AVS1 than HS genotype. Thus, lowering *BoFLC1* expression could confer head-forming capacity under heat stress. The expression of glucosinolate metabolic-associated genes was higher in HT than HS broccoli. Transcriptome profiling of the HT and HS broccoli not only helps to understand the molecular mechanisms underlying head-forming capacity but also has potential for marker-assisted genotyping.

## Methods

### Plant materials

The heat-tolerant *Brassica oleracea var. italica* B295 (assigned as HT broccoli), and heat-sensitive *B. oleracea* var. *italica* BR1 op (assigned as HS broccoli) were provided by Ching Long Seed Co. The HT genotype, which is a heat-tolerant inbred line [36], exhibits head-forming ability under relatively high temperature (27 °C). Heat-sensitive broccoli cannot yield floral heads at higher temperatures. AVS1 and AV515, heat-tolerant genotypes, and AVS8 and WF, heat-sensitive genotypes, were provided by The World Vegetable Centre (AVRDC, Taiwan). Heat-tolerant AVS1 is a recombinant inbred line derived from two parental strains, BRS01 and BRS57 [98]. The HT and HS seeds (*n* = 20) were germinated in vermiculite for 10 days at 22 °C and transplanted to 9 cm diameter pots containing soil for another 30 days before treatment. HT and HS plants were transferred to elevated temperature conditions (15 °C, 22 °C, and 27 °C) for another 10 days. All plant materials were kept in growth chambers under 18 h light/6 h dark conditions. Shoot meristem from 50-day-old plants before head formation were collected and immediately frozen in liquid nitrogen. Three biological replicates were performed with consistent data.

### DNA extraction

Broccoli genomic DNA was extracted by DNeasy Plant Mini Kit (Qiagen, Hilden, Germany). A total of 100 mg of pooled leaf tissue was collected and ground to a fine powder in liquid nitrogen according to the protocol of the DNeasy Plant Mini Kit. The DNA was eluted in 50 μl sterilized RNase-free water. DNA quality and concentration was determined using a NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, USA).

### RNA extraction

Samples were isolated from the entire shoot meristem, including three individual plants. Total RNA was extracted with RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). The RNA was further treated with DNase to remove DNA contamination (Qiagen, Hilden, Germany). The RNA samples were purified with the RNeasy MinElute Cleanup Kit (Qiagen, Hilden, Germany). Total RNA quality and concentration was determined by measuring the ratio of A260/A280 and A260/A230 using NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE, USA). RNA samples of more than 2 μg/μl concentration and high purity (OD260/280 > 2, OD260/230 > 2) were used for semi-quantitative RT-PCR and microarray assay.

### Semi-quantitative RT-PCR

First-strand cDNA was synthesized from 2 μg of total RNA with 2.5 μM oligo(dT)15 primers by using the Improm-II reverse transcription system (Promega, Madison, WI, USA). 18 s rRNA was used as an internal control. The PCR cycling involved an initial denaturation step at 94 °C for 2 min, 27–40 cycles of amplification and a final elongation step at 72 °C for 5 min. PCR products were analyzed on a 1% (*w*/*v*) agarose gel. Three biological replicates were performed for each gene expression analysis. One of three biological replicates is represented. The primer sequences are listed in Additional file 9: Table S7.

### Microarray analysis

Gene expression quantification was performed with a Brassica Gene Expression Microarray containing 4x44k probe sets on a single chip (Agilent, Cat. No. G2519F-022520, Palo Alto, CA, USA). Labelling, hybridizations, and data analysis (one sample per chip) were carried out according to the manufacturer’s manual. The trimmed mean target intensity of each array was arbitrarily set to 100. Raw cell intensity data files were imported into Genespring software v12 (Agilent Technologies, Inc., Palo Alto, CA, USA). The data were normalized with the Robust Multichip Average (RMA) algorithm on the basis of median baseline and converted to log2 scale to allow the comparison of the three biological replicates of HT and HS under 15 °C, 22 °C and 27 °C treatments. Significantly different gene expression was detected on the basis of the *t* test. The Benjamini and Hochberg algorithm was used for adjusting *P* values. Genes were considered as significantly up- and down-regulated if the FDR-adjusted *P* value for the corresponding probe set was < 0.1. The microarray data described in this study have been deposited in Gene Expression Omnibus (series accession no. GEO: GSE97528) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97528).

### Co-expression network analysis

Gene co-expression network analysis was performed using the R package WGCNA (version 1.51) [38]. Probe sets with a fold change ratio < ±1.2 in HT genotype relative to HS and FDR adjusted *P* > 0.1 in any of the 18 microarray samples were excluded. The co-expression analysis was started by calculating a correlation matrix containing all pairwise Pearson correlations between all pairs of probes across all selected microarray samples. We used signed network and soft-thresholding power (β = 8) to obtain an adjacency matrix. Then the adjacency matrix was transformed into a topological overlap matrix (TOM) with the topological overlap (TO)-based dissimilarity (1-TOM) [99]. This step resulted in a clustering tree (dendrogram) whose branches were identified for cutting depending on their shape using the dynamic tree-cutting algorithm [100]. Modules were defined as branches of the dendrogram obtained from clustering and labeled by colors beneath the dendrogram. The first principal component of each module was defined as the module eigengene (ME), which could be considered a weighted average of the gene expression profiles that made up the module. The module membership (MM) was defined as the correlation of expression profile and each ME. To discover any significant relationships between gene expression perturbations within modules and traits, we computed the correlations between MEs and stress stimulations. *P* values were obtained via the Fisher transformation of each correlation.

### Gene functional categorization

The differentially expressed genes were manually classified based on information from the following resources: gene ontology data according to agriGO GO analysis toolkit [39], gene classification from MapMan software 3.5.1 [45], and a literature search using singular enrichment analysis (SEA) with default parameters. For MapMan analysis, the averaged signals for a given treatment in one genotype were expressed relative to that of the other genotype, converted to a log2 scale and displayed. *A. thaliana* mapping files were imported into MapMan. Broccoli genes assigned with the TAIR locus were organized by bins and sub-bins for display on the schematic map. Gene expression was analyzed by the Wilcoxon Rank Sum test with an uncorrected *P* value. *P* < 0.05 was considered statistically significant.

## Additional files

Additional file 1: **Figure S1.** Expression of genes of WGCNA modules.

Additional file 2: **Table S1.** GO functional categories (biological process) of probes in the brown module.

Additional file 3: **Table S2.** The calculation of gene interactions by network component analysis.

Additional file 4: **Table S3.** Significantly regulated genes in the WGCNA modules.

Additional file 5: **Table S4.** The HT and HS enriched gene sets.

Additional file 6: **Table S5.** GO functional categories (biological process) of probes in the HT and HS enrichment gene sets.

Additional file 7: **Table S6.** MapMan analysis results of the HT and HS enrichment gene sets.

Additional file 8: **Figure S2.** The amplification of the template genomic DNA with specific primer sets.

Additional file 9: **Table S7.** Primers used in PCR and RT-PCR in this study.

## Abbreviations

AP1: APETALA1
AYP: Apyrases protein
BCAT4: Branched-chain aminotransferase 4
CAT: Catalse
CO: CONSTANS
DPG: Days post germination
ESP: Epithiospecifier protein
FDX: Ferredoxin
FLC: FLOWERING LOCUS C
FT: FLOWERING LOCUS T
GO: Gene ontology
GPx: Glutathione peroxidase
GS: Gene significance
HS: Heat-sensitive
HSP: Heat shock protein
HSR: Heat shock response
HT: Heat-tolerant
JA: Jasmonate
LFY: LEAFY
LRR-RLK: Leucine-rich repeat receptor-like kinase
MAPK: Mitogen-activated protein kinase
ME: Module eigengene
MM: Module membership
NAGK: N-acetylglutamate kinase
POD: Peroxidase
ROS: Redox oxygen species
SOC1: SUPPRESSOR OF OVEREXPRESSION OF CO 1
SOD: Superoxide dismutase
TRx: Thioredoxin
WGCNA: Weighted correlation network analysis

How the deposited data were processed for this re-analysis (not part of the article)

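The arrays are Agilent 1-colour expression arrays of shoot meristem RNA from the heat-tolerant (HT) and the heat-sensitive (HS) line at 15, 22 and 27 °C, with 3 arrays for each line and temperature and 18 in all. The methods give 10 days of temperature treatment and the sample labels 2 weeks. Whether each array holds 1 plant or a pool of plants is not settled by the methods. The authors deposited the scanner output, whose intensity of each spot had already been corrected for background by Agilent's Feature Extraction software, per the file headers, and not been normalized between arrays. The authors also deposited processed log2 values, which equal the log2 intensity less the array's 75th percentile, centred on each probe's median. These were used as an alternative. A figure legend of the paper names RMA with a median baseline.

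Control spots and spots with the software's outlier marks were left out, and spots of one probe were averaged, which gave 43603 probes, 165 of them without a value on some array. The log2 intensities were quantile-normalized between arrays, because the methods name RMA. A probe counted as measured where the scanner software marks it well above background, and 29661 probes were so on every array of one or more groups. Where a probe was well above background on no array of a group, the fold is a bound: the mean of the brighter group over the mean, per array of the dim group, of the lowest signal among probes well above background or the probe's own signal, whichever was higher. No fold is given where both groups were at background. Probes have no read depth, so the number of arrays and the signal over background limit the precision.

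limma 3.58.1 in R 4.3.3 fitted one mean for each line and temperature over all 18 arrays (lmFit, contrasts.fit and eBayes, 12 residual degrees of freedom), with Benjamini-Hochberg adjustment within each comparison over all probes. For the numbers of probes that differ between the lines or temperatures, a call needs an adjusted p under 0.05 and a fold change of at least 2. Within modules, lists and single genes a call needs an adjusted p under 0.05 and no minimum fold, as does the interaction, the difference between the lines in the response to temperature. The filter for co-expression uses an adjusted p under 0.1 and a fold of at least 1.2. Module eigengenes, list means and correlations were tested by exact permutation (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, with figures by matplotlib 3.10.9), or by permutation with random draws for correlations over 18 arrays. All tests are two-sided. Data were read with data.table 1.17.8, and statmod 1.5.0 served the fit with slide as a random block.

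Modules and gene names come from the copies of Tables S3 and S4 used here, which are incomplete (231 and 2154 entries left out), so no enrichment was tested and the purple and royal-blue modules were not analysed. None of the array's target accessions was found in the reference table, so other probes are given by their identifiers. Lists of genes follow written rules on the descriptions in Table S3. Named genes are all those the paper names in its results that have a probe in these tables, the 3 probes with the largest fold in each direction at 22 °C among calls that are well above background on all arrays of the higher group, and the 3 probes with the smallest p in the interaction at 27 °C, a rule fixed before the data were examined.

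The alternatives were the 75th percentile shift, normexp background correction with an offset of 50, an RMA-type background correction (the model of RMA as limma offers it), the authors' processed values, only probes well above background, replicate number, slide or scan day as a block, only the arrays compared in the fit, 1 probe per target (40632 targets), the methods' t-test unadjusted or adjusted, an adjusted p under 0.1, list means per Arabidopsis locus, eigengenes without scaling, and leaving out each array in turn. Both background corrections used the median in place of the mean spot signal, which the files lack. Added after the data had been seen were 27 °C against 22 °C within slides and the authors' processed values with the methods' t-test. Tests and alternatives on all arrays with the 75th percentile shift also move the median of all probes, by 0.107 log2 for 22 °C against 15 °C in HT and by 0.117 for 27 °C.

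In a simulation with 43603 probes and 200 changed by 2.83-fold or 8-fold, the same code recovered 86% of the changed probes for HT against HS at 22 °C (5 unchanged probes called), 86.5% for 27 °C against 15 °C in HT (2 called) and 78% for the interaction (7 called). The simulated arrays had independent noise around the mean of each probe, with no other line, temperature or slide effect. They were not normalized again after the changes were added. The simulation therefore tests the fit, and neither the normalization nor the layout of the slides. RT-PCR, promoter sequences, protein interactions and enrichment of gene categories in the paper were not analysed here.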

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

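The tests of the gap between the lines over modules and lists, and the test of scaling, were chosen only after the results were seen. The model, the thresholds, the splits of the arrays and the other alternatives were set before the data were examined.

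The response to temperature differed between HT and HS, in the interaction of the limma model at an adjusted p under 0.05, for 15 probes at 22 °C and 165 probes at 27 °C, which is a difference between groups in the same comparison. With the main normalization, chance can be excluded for both numbers from other splits of the arrays, at a level of 5% and no further, since some other splits reached them. Their size is uncertain. Leaving out single arrays gave 6 (without HT22 replicate 1) to 200 (without HT15 replicate 3) at 22 °C and 92 (without HS15 replicate 1) to 412 (without HT15 replicate 3) at 27 °C. With the RMA-type background 0 probes were called at 22 °C in limma (2597 at an unadjusted p under 0.05) and 83 at 27 °C, with the 75th percentile shift 2 and 101, and with slide as a block 54 and 273. Probes that detect a transcript in one line only were weighed as a technical source, since a probe at background cannot respond. Of 162 probes with this interaction at 27 °C, leaving out the 3 of smallest p, 27.2% (44) had a line not well above background on every array at 15 and 27 °C, against 4.6% of the 10289 probes that responded in either line, so such probes are over-represented but make up the smaller part. The highest number under 5 scalings and backgrounds was 165, that of the main fit. Each of the 5 sets the arrays to a common level, so a broader difference removed by such scaling cannot be tested here. Differences between slides cancel within each pair of HT and HS arrays. Between 22 and 27 °C, which leaves out the 15 °C arrays and compares within slides, the interaction was called in limma for 2 probes (1209 at an unadjusted p under 0.05) and for 0 to 5 under other settings, with 0 for the 75th percentile shift, the RMA-type background and the authors' processed values (896, 2422 and 902 unadjusted). The called differences in response therefore rest on the 15 °C arrays, although the step from 22 to 27 °C is also the smaller one. What stays open is the spread of the 15 °C arrays of HT, and a response to 27 °C that truly differs between the lines, which is a hypothesis found and tested on the same arrays.

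Among named genes the interaction at 27 °C was called for LOX2 (A_46_P040601, 3.31 log2, adjusted p = 0.0386, and A_46_P229914, 3.26, adjusted p = 0.0411) and for DMR6 (A_46_P082311, −3.92, adjusted p = 0.0386, A_46_P314665, −3.99, adjusted p = 0.0386, and A_46_P337465, −3.93, adjusted p = 0.0335). For these probes LOX2 rose and DMR6 fell in HT from 15 to 27 °C, with no called change in HS. The other 2 LOX2 probes rose to a like extent in both lines, A_46_P226369 by 1.15 in HT and 0.96 in HS and A_46_P235329 by 0.69 and 0.92, with interactions of 0.19 and −0.23 that were not called (adjusted p = 1 and 0.989), so the pattern does not hold for every probe of LOX2. The interaction calls rest on few arrays with a wide spread among the HT arrays at 15 °C, where the SD was 1.30 for LOX2 A_46_P040601 and 1.38 for DMR6 A_46_P082311. For LOX2 the call was lost in 10 of 12 fits that left out an array, with HT15 replicates 1 and 3 the exceptions, at values of 2.59 to 3.85 and adjusted p of 0.0026 to 0.093 for A_46_P040601 and of 2.54 to 3.76 and 0.00288 to 0.101 for A_46_P229914. For DMR6 it was lost in 11, 11 and 10 of 12 fits, at values of −4.67 to −3.30 for A_46_P082311, −4.72 to −3.38 for A_46_P314665 and −4.65 to −3.33 for A_46_P337465, with an adjusted p of at most 0.0916. Without HT15 replicate 3 all 5 were called. The direction held in each of these fits. The arrays at 15 °C do not enter the difference at 27 °C, where HT was below HS for DMR6 by −1.80, −1.87 and −1.85 (adjusted p = 0.0233, 0.0207 and 0.0175), so that part of the DMR6 pattern does not come from them. No single HT15 array makes the rest, since without any of them at least 2.54 for LOX2 and −3.30 for DMR6 remained in size, both without replicate 1. A shift shared by the HT15 arrays, in stage, handling or wounding, could still produce the LOX2 interaction and the part of the DMR6 interaction that lies at 15 °C, and no test here separates that from a difference between the lines.

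The 3 probes with the smallest p in the interaction lie at background in one line at all temperatures. A_46_P249164 had an interaction of 1.19 at 22 °C (adjusted p = 0.00631) and 1.99 at 27 °C (adjusted p = 1.23e-05), with HS at background at all temperatures, so the rise in HT (1.92 from 15 to 27 °C) has no counterpart that could have been measured in HS. The call at 22 °C was lost under 3 alternatives (1.01 with the 75th percentile shift, the RMA-type background and the authors' processed values, adjusted p of 0.00435 to 0.46 under other settings). A_46_P160434 had 1.35 at 22 °C (adjusted p = 0.041) and 2.46 at 27 °C (adjusted p = 0.000265), with HT at background at all temperatures. At 27 °C HS was at background as well (mean of 4.06, 0 of 3 arrays well above background), so 2.46 reflects a fall of HS to the limit of detection and is no measured size. At 22 °C the call was lost without any of 8 single arrays (HT15 replicates 1 and 2, HT22 replicates 1 to 3, HS15 replicate 2, HS22 replicates 1 and 3, adjusted p up to 0.125) and under 5 alternatives, and at 27 °C with the RMA-type background (1.42, adjusted p = 0.214). A_46_P366885 had −1.45 at 27 °C (adjusted p = 0.000452), again with HT at background, and was lost with the 75th percentile shift (−0.83), the authors' processed values (−0.83) and the RMA-type background (−1.54), with adjusted p of 0.000192 to 0.459 under other settings. For these probes the limit of detection in one line and a response in one line cannot be separated with these arrays.

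The gap between HT and HS at 22 and 27 °C was set against that at 15 °C for 12 modules and lists, by exact permutation of the HT minus HS differences of array pairs. The difference was 1.995 for the LOX2 probes (exact p = 0.0119, adjusted p = 0.0476), 0.706 for the pathogenesis-related genes (exact p = 0.0119, adjusted p = 0.0476), −0.044 for the pink eigengene (exact p = 0.0119, adjusted p = 0.0476) and 0.286 for the ROS homeostasis-associated genes (exact p = 0.0357, adjusted p = 0.107). The HT minus HS difference of the pathogenesis-related genes shrank from −1.16 at 15 °C to −0.46 and −0.44, whereas that of the pink eigengene grew from −0.196 to −0.255 and −0.226. Without single arrays the value was 1.53 (without HT15 or HS15 replicate 1) to 2.42 for LOX2, 0.582 to 0.80 for the pathogenesis-related genes and −0.051 to −0.04 for pink. For the ROS genes it was 0.247 to 0.325 without single arrays, where p exceeded 0.05 in 12 of 18 cases (without any array at 15 °C, replicate 1 at 22 °C or replicates 1 and 2 at 27 °C, exact p up to 0.0714), and 0.21 with normexp (exact p = 0.0952). The pink eigengene had an exact p = 0.0476 with normexp and 0.0238 with the RMA-type background. LOX2 and the pathogenesis-related genes kept an exact p = 0.0119 under both. Without single arrays the exact p of pink was 0.0179 to 0.0357, and likewise for LOX2 and the pathogenesis-related genes. The pairs share a slide, which argues against slide for the level, but the gaps at 15 °C come from 2 slides and 3 pairs only. The permutation treats pairs on one slide as independent, and each adjusted p of 0.0476 depends on that. With slides as units, 3 against 2 slides allow no p below 0.1. A difference between the lines in defense genes that is larger at 15 °C is a hypothesis, open alongside differences among the few arrays at 15 °C.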

How the results depend on the processing

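The tests of 27 °C against 22 °C within slides and those on the authors' processed values with the methods' t-test were chosen only after the results were seen. All other alternatives were set before the data were examined.

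Of 34 main results, alternatives other than leaving out arrays left 288 values with the same direction and call, or within 1.5 times the main number, while 36 moved by more and 6 lost their call. Leaving out single arrays left 329 unchanged in this sense and moved 13. For the 101 results of named genes, 1359 values kept direction and call, 167 lost a call, 33 gained one and 16 reversed.

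Numbers of probes higher in HT than HS moved most with the normexp background correction. The RMA-type background moved them less, to 1622 at 15 °C, 1542 at 22 °C, 1429 at 27 °C and 2362 at one or more temperatures. With normexp they were 1028 at 15 °C, 944 at 22 °C, 996 at 27 °C and 1389 at one or more temperatures (1826, 1724, 1679 and 2627 in the main fit), and 1661 in place of 2597 were higher in HS at one or more temperatures. Probes changed by temperature under normexp were 688 at 22 °C and 918 at 27 °C in HT (main 1230 and 1922), and 336 and 727 in HS (main 654 and 1562). The methods' t-test with Benjamini-Hochberg adjustment gave 1212 higher in HT at 15 °C, 206 and 898 changed in HT, and 38 and 499 changed in HS. The authors' processed values with that test gave 1084, 989, 1003 and 1535 higher in HT at 15, 22 and 27 °C and at any of them, 205 and 904 changed in HT, and 55 and 513 changed in HS. With only the arrays compared in the fit, 693 probes changed at 22 °C in HT and 300 in HS. That fit has fewer residual degrees of freedom by its construction. For the other settings the cause was not tested.

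The interaction was among the less stable results, most of all at 22 °C. At 22 °C it was called for 15 probes in the main fit, 2 with the 75th percentile shift, 0 with the RMA-type background (limma, 2597 at an unadjusted p under 0.05), 2 with the authors' processed values, 54 with slide block, 24 with scan day block and 59 at an adjusted p under 0.1. At 27 °C it was called for 165 probes in the main fit, 101 with the 75th percentile shift, 83 with the RMA-type background, 101 with the authors' processed values, 273 with slide block, 74 with only the arrays compared and 281 at an adjusted p under 0.1. The cause was not tested, apart from the looser threshold of the last.

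With the 75th percentile shift, 62.1% of the probes changed at 27 °C in HT were higher (1482 higher, 905 lower), against 49.0% (941 and 981) in the main fit, so the balance of rising and falling probes depends on the scaling.

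With slides as units (slide block), the changes from 15 to 27 °C were 0.70 for the transcription factors, 0.52 for the signaling components, 2.92 for the HSPs, 1.03 for the ROS homeostasis-associated genes, 1.59 for the LOX2 probes and −0.75 for the auxin, ABA and cytokinin probes, each with an exact p = 0.1, the smallest that 3 against 2 slides allow. The sizes hardly changed, and the loss of the call follows from the number of slides. With slide as a random block, the consensus correlation of arrays on a slide was 0.202.

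With the replicate block (replicate number as a pair across groups), 1746 probes were higher in HT at 22 °C, 22 had an interaction at 22 °C and 210 at 27 °C. Arrays of HT and HS with the same number correlated, after removing group means, by 0.029, 0.165 and 0.193 at 22 °C, 0.043, 0.133 and 0.109 at 27 °C, and 0.129, 0.135 and 0.191 at 15 °C. All 9 are positive, but 0.029 and 0.043 are below 0.1. On the slide at 15 °C that holds replicates 1 and 2, arrays of different number gave −0.061 and −0.001, so sharing a slide alone does not account for the values of 0.129 and 0.135 there. At 22 and 27 °C number and slide coincide. Removing the group means pushes pairs of different number below 0, and whether the numbers pair the plants stays open.

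Without single arrays, the number higher in HT was 1675 to 1803 at 15 °C, 1566 to 1658 at 22 °C, 1573 to 1694 at 27 °C and 2509 to 2665 at any temperature. The number higher in HS was 1867 to 1971, 1868 to 2092, 1864 to 1995 and 2527 to 2716. Probes changed in HT were 1045 to 1246 at 22 °C and 1621 to 1959 at 27 °C, and in HS 487 to 744 and 1345 to 1531. The interaction gave 6 (without HT22 replicate 1) to 200 (without HT15 replicate 3) at 22 °C, moved by more than 1.5 times in 9 of 12 fits, and 92 (without HS15 replicate 1) to 412 (without HT15 replicate 3) at 27 °C, moved in 4 of 12. The co-expression filter passed 13731 to 14957 probes. The brown eigengene difference was 0.171 to 0.238 at 22 °C, 0.142 to 0.217 at 27 °C and 0.17 to 0.21 over both, and the magenta difference at 15 °C was 0.205 to 0.24. Correlations with temperature were 0.839 to 0.874 for brown, −0.90 to −0.861 for magenta, −0.885 to −0.854 for pink and −0.814 to −0.735 for dark-green. HT minus HS at 22 °C was −0.35 to −0.20 for the transcription factors, −0.28 to −0.20 for the signaling components, −1.03 to −0.91 for the HSPs, −0.43 to −0.22 for the ROS genes and −0.57 to −0.31 for the pathogenesis-related genes. From 15 to 27 °C the transcription factors changed by 0.67 to 0.74, the signaling components by 0.506 to 0.55, the HSPs by 2.88 to 3.05, the ROS genes by 1.02 to 1.14, the LOX2 probes by 1.38 to 1.84 and the auxin, ABA and cytokinin probes by −0.78 to −0.69.

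Reversed were only results of single genes whose main value was not called. For ERECTA A_46_P227114 at 22 °C the difference of 0.10 turned to −0.017 with the 75th percentile shift and with the authors' processed values, and to −0.005 without HS22 replicate 3 (−0.005 to 0.184 without single arrays). For ERECTA A_46_P274573 the change of −0.027 in HS turned to 0.061 without HS15 replicate 3 and 0.176 without HS27 replicate 3 (−0.152 to 0.176 without single arrays). For NTRC at 22 °C the difference of 0.04 turned to −0.002 with normexp, −0.003 with the RMA-type background, −0.54 with the authors' processed values, −0.199 without HT22 replicate 3 and −0.112 without HS22 replicate 2 (−0.199 to 0.277 without single arrays). For HSP70 of the magenta module it turned to −0.04 without HS22 replicate 3. For LFY at 22 °C it turned from −0.14 to 0.001, 0.066 and 0.209 without HT22 replicate 1, HS22 replicate 1 or HS22 replicate 2, and the change of LFY in HT turned from −0.04 to 0.179 and 0.118 without HT15 replicate 2 or HT27 replicate 1. The cause was not tested.

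Signal over background limits the sizes of the largest folds. Of 43603 probes, 29661 were well above background on every array of a group, and where one group was at background the folds are bounds. The normexp correction with its offset of 50 shrinks the differences of dim probes by construction.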

Differences from the paper's values

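The tests on the authors' processed values with the methods' t-test were chosen only after the values were seen.

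The paper gives 1625 genes higher in HT at one or more temperatures, and 2627 probes were called here. Of the alternatives set before the data were examined, the values differ by less than 1.5 times with the 75th percentile shift (2217), normexp background (1389), RMA-type background (2362), the authors' processed values (2214), probes well above background only (2296), only the arrays compared in the fit (2296) and the methods' t-test with Benjamini-Hochberg adjustment (1823). They differ by more with the replicate block (2704), slide block (2734), scan day block (2704), 1 probe per target (2466), the methods' t-test unadjusted (2625) and an adjusted p under 0.1 (2924). The authors' processed values with the methods' t-test, chosen after seeing the values, gave 1535 after Benjamini-Hochberg adjustment and 2231 unadjusted.

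The paper gives 1145 genes higher in HT at 22 °C, and 1724 probes were called here. The values differ by less than 1.5 times with the 75th percentile shift (1405), normexp background (944), RMA-type background (1542), the authors' processed values (1404), probes well above background only (1567), only the arrays compared (1515), 1 probe per target (1614) and the methods' t-test with Benjamini-Hochberg adjustment (1194). They differ by more with the replicate block (1746), slide block (1773), scan day block (1760), the methods' t-test unadjusted (1750) and an adjusted p under 0.1 (1876). The authors' processed values with the methods' t-test, chosen after seeing the values, gave 989 after adjustment and 1446 unadjusted.

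For ESP probe A_46_P171254 at 15 °C, the paper's Table S4 gives a log2 fold of 0.844 for HT over HS and the value here is 1.01, a difference larger than the SD between replicates. With the authors' processed values it is 0.844, which reaches the paper's value, and it does not differ with the 75th percentile shift (0.842) or the RMA-type background (0.839). With normexp background it does differ (0.434).

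The paper states that transcription factors and ROS homeostasis-associated genes of the brown module are lower in HT at 22 °C. The direction was the same here for both means (−0.26 and −0.31), but the exact permutation p was 0.2 for each. Within slides HT was lower in 3 of 3 pairs at 22 °C and in 3 of 3 at 27 °C for both lists. Without HT22 replicate 1 the ROS genes reached 0.1, the smallest p possible. The paper states that jasmonate genes were higher at 22 and 27 °C than at 15 °C in both lines. The LOX2 probes rose by 2.07 and 2.79 in HT, whereas in HS the rises of 0.335 and 0.535 were not called for single probes over all probes tested. The paper states that ESP and BCAT4 were higher in HT at 22 and 27 °C. All 7 probes were higher in HT at both, but ESP A_46_P116364 was not called at 22 °C (adjusted p = 0.0649, down to 0.0401 under other settings) and BCAT4 was called at 27 °C for A_46_P202084 only (adjusted p = 0.0462). The paper assigns fewer probes to ESP and BCAT4 than the 3 and 4 named in the tables used here. The paper states that both genes were low at 15 °C and high at 27 °C in both lines, and for ESP A_46_P171254 the rise of 0.51 in HS was not called (adjusted p = 0.108, with 0.00728 to 0.312 under other settings), nor that of 1.73 for BCAT4 A_46_P190774 (adjusted p = 0.0622, with 0.0371 to 0.163).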

Other observations

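The tests of sibling probes at 15 and 27 °C and over 4 fold, of slide, of the brown eigengene at 15 °C and of spilled light were chosen only after the results were seen, and the rule for probes specific to one line was revised after a first run.

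For the numbers of probes called between HT and HS at a single temperature, and of those changed by temperature in a single line, chance cannot be excluded from other splits of the arrays, since 3 arrays against 3 give too few splits. For HT against HS at 22 °C other arrays speak against chance, since 98.2% of the probes called higher in HT and 97.4% of those called higher in HS had the same direction at 15 °C, on other arrays and slides. Of the probes called at 27 °C, 69.7% of those higher in HT and 78.8% of those higher in HS were also called at 15 °C. At all 3 temperatures, 1051 probes were called higher in HT and 1478 higher in HS. These values argue against chance for HT against HS at 15 and 27 °C as well. For the numbers higher in HT or in HS at one or more temperatures, and for the filter for co-expression, chance can be excluded.

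Of the probes called higher in HT and in HS, 40.0% and 56.9% were called at all 3 temperatures. Sequence differences between the lines under single probes are a technical source that could add to such calls, since the array was designed for another Brassica species. Such differences would affect one probe and spare other probes of the same target. In the counts below, each pair of probes enters in both orders, and a target with several probes gives several pairs. Fisher's exact test treats these as independent, and some probes and arrays enter both sides of a comparison. Its p-values here can therefore be too small. For 2512 targets with several probes, 40.5% of the sibling probes (102 of 252) shared a call of 2 to 4 fold between HT and HS at 22 °C, 46.3% (152 of 328) at 15 °C and 41.2% (99 of 240) at 27 °C. For 27 °C against 15 °C in HT, where the sequence is the same on both sides, 53.4% did (94 of 176, Fisher's exact test p = 0.0103 against 22 °C, 0.136 against 15 °C and 0.0169 against 27 °C). In HS it was 65.9%, so the percentage also differed between both lines' responses to temperature (Fisher's exact test p = 0.0117), where sequence plays no part. Over 4 fold, 65.5%, 65.1% and 64.3% were shared between HT and HS at 15, 22 and 27 °C, against 80.9% for temperature in HT (Fisher's exact test p = 0.00576, 0.00428 and 0.00282) and 78.0% in HS. The percentages between the lines were thus lower than those for temperature in each fold range, which sequence differences could produce for part of the calls, though by how much is open because the temperature values themselves differ at 2 to 4 fold.

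Slide or hybridisation batch was tested because all 15 °C arrays lie on slides of their own. Within slides the 27 °C arrays exceeded the 22 °C arrays by 0.189 in the brown eigengene and by 1.761 in the HSP probes, in 6 of 6 pairs, which a difference between slides cannot produce. For 22 °C against 15 °C, the brown eigengene differed by 0.296 between the means of 3 and 2 slides (exact p = 0.1), and there slide and temperature cannot be told apart, because no slide holds both. Between 27 and 22 °C, 259 probes were called in HT (167 higher, 92 lower) and 268 in HS (174 higher, 94 lower).

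A difference between the lines in the brown module that appears only at 22 and 27 °C would leave none at 15 °C, where both lines form heads according to the paper. The HT minus HS difference of the brown eigengene at 15 °C was −0.282, and all pairings of arrays had HT below HS (exact p = 0.1), so the lower level of these probes in HT is not restricted to high temperature. A constant difference between the lines, unrelated to temperature, stays open.

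The array of HS15 replicate 2 showed signal at probes that are otherwise specific to HT. Of 12 such probes, chosen as dim on 7 or more HS arrays and not including those on which the pattern was first seen, 100% were above a log2 signal of 4 on this array, with a median of 5.94 against 2.14 to 2.31 on the other HS arrays. Their level was 0.542% of that in HT, with a median of −7.53 log2 and an SD of 0.19 over the probes. This evenness is consistent with a trace of HT RNA in that sample. Spill of light from bright neighbouring spots would light other dim spots as well. Of 7797 probes that were as dim on the HS arrays, dim on all HT arrays and next to spots as bright, 1.28% (100) were above the limit on this array, so spill does not account for the pattern. At this level a trace changes only probes that HS hardly expresses, and the comparison at 15 °C for such probes, A_46_P139539, A_46_P063941 and A_46_P250394 among them, is a lower limit. Single HS-specific probes also had signal on single HT arrays at 27 °C, A_46_P231489 and A_46_P261758 among them, but a trace of HS RNA would raise all such probes, and at most 5.6% (1 of 18) were above the limit on an HT27 array. No biological explanation was tested for either.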
